# Transcriptomics and Functional Analysis of Copper Stress Response in the Sulfate-Reducing Bacterium *Desulfovibrio alaskensis* G20

**DOI:** 10.3390/ijms23031396

**Published:** 2022-01-26

**Authors:** Abhilash Kumar Tripathi, Priya Saxena, Payal Thakur, Shailabh Rauniyar, Dipayan Samanta, Vinoj Gopalakrishnan, Ram Nageena Singh, Rajesh Kumar Sani

**Keywords:** *Desulfovibrio alaskensis* G20, sulfate reducing bacteria, RNA sequencing, transcriptomics, gene expression, copper, toxicity, oxidative stress, homeostasis, gene ontology

## Abstract

Copper (Cu) is an essential micronutrient required as a co-factor in the catalytic center of many enzymes. However, excess Cu can generate pleiotropic effects in the microbial cell. In addition, leaching of Cu from pipelines results in elevated Cu concentration in the environment, which is of public health concern. Sulfate-reducing bacteria (SRB) have been demonstrated to grow in toxic levels of Cu. However, reports on Cu toxicity towards SRB have primarily focused on the degree of toxicity and subsequent elimination. Here, Cu(II) stress-related effects on a model SRB, *Desulfovibrio alaskensis* G20, is reported. Cu(II) stress effects were assessed as alterations in the transcriptome through RNA-Seq at varying Cu(II) concentrations (5 µM and 15 µM). In the pairwise comparison of control vs. 5 µM Cu(II), 61.43% of genes were downregulated, and 38.57% were upregulated. In control vs. 15 µM Cu(II), 49.51% of genes were downregulated, and 50.5% were upregulated. The results indicated that the expression of inorganic ion transporters and translation machinery was massively modulated. Moreover, changes in the expression of critical biological processes such as DNA transcription and signal transduction were observed at high Cu(II) concentrations. These results will help us better understand the Cu(II) stress-response mechanism and provide avenues for future research.

## 1. Introduction

Copper (Cu) is a naturally available element used as a micronutrient by bacteria and is also an essential co-factor for many redox-active enzymes [1]. However, Cu is also an antimicrobial agent and results in progressive inhibition of bacterial growth with increasing concentration [2]. Due to its widespread presence in aquatic systems, Cu is deemed a pollutant instead of being crucial for cell metabolism and survival [1,3]. Copper originates from various sources (highway runoff, sludge dumping, mine tailings, and industrial effluents) worldwide [4]. It is reported at elevated levels in ground water and soil [5]. In addition, Cu has been the metal of choice for piping that is used in household water delivery systems [6]. However, the leaching of Cu from such distribution systems is a source of various illnesses (vomiting, diarrhea, liver damage, and kidney disease) and, therefore, a public health concern [7]. Surplus Cu in the environment generates distinctive pleiotropic effects in the bacterial cell. Such pleiotropic effects generate varying levels of stress responses that complement the copper homeostasis system in protecting the cell against Cu toxicity [1]. The interest in microbe-based bioremediation of heavy metals has surfaced in recent years as scientists and engineers try to remove, recover, or stabilize heavy metals in soils and aquatic systems [8]. Previous studies have described Cu homeostasis mechanism in other bacteria such as *Escherichia coli, Pseudomonas aeruginosa,* and *Salmonella enterica* [9,10,11,12]. Studies have suggested that the general mechanism of Cu homeostasis can be considered common in the bacterial kingdom [1,9].

Bacteria handle Cu stress through well-regulated Cu homeostasis components both intracellularly and extracellularly. However, no single pathway can account for a cell’s Cu homeostasis profile, and several layers of gene regulation are needed towards Cu stress adaptation. Bacterial Cu homeostasis shows some distinctive characteristics where Cu exists in a chemical equilibrium between cupric (Cu(II)) and cuprous (Cu(I)) ions. These ions are readily complexed by various biological ligands as described in previous studies [4,13,14]. Cu(II) is present mainly in the oxidizing compartments (periplasm), while Cu(I) is prevalent in reducing compartments (cytoplasm) [1]. In general, Cu(II) is a relatively safe species and biologically more inert as compared to Cu(I) [9,11]. Cu can cross the bacterial outer membrane into the periplasm through Cu(I)/Cu(II) porin ATPases [1,15]. However, to date, only a few Cu transporters have been validated, and all of them have different structures and transport mechanisms [12].

Cu and other heavy-metal toxicity in the environment have been addressed previously using sulfate-reducing bacteria (SRB) [4,16,17,18]. SRB are heterotrophic anaerobic microorganisms that oxidize simple organic compounds by reducing sulfate to sulfide [19]. The sulfide thus generated can easily remove heavy metals such as Cu from contaminated sites by forming metal sulfide complexes [16]. However, the mechanism of Cu homeostasis in SRB is unknown. Reports concerning the toxicity of Cu and other heavy metals towards SRB have primarily focused on their degree of toxicity and subsequent elimination [4,20,21,22]. Considering the importance of Cu in various industrial settings and its subsequent release and interaction with SRB in the environment, it is crucial to understand the genetic and molecular level mechanisms of Cu stress tolerance in SRB. In bacteria (both Gram-positive and Gram-negative), a highly regulated system of transcriptional regulators, soluble chaperones, membrane transporters, and cupro-proteins regulates Cu homeostasis [10,23]. These biomolecules maintain beneficial levels of Cu that vary, corresponding to different bacteria. Considering the changes induced at the genetic and molecular level during Cu stress, it is imperative to study genome-wide transcriptional changes during Cu stress. Such transcriptomic studies correlate genomic information to biological function and molecular pathways, which helps identify key gene regulation targets related to growth and stress adaptation. To the best of our knowledge, there is no report on transcriptomic analysis of any SRB under inhibitory Cu(II) concentration.

This study was aimed at measuring the bacterial transcriptional response to the exposure to sublethal levels of Cu(II) ions in a model SRB, *Desulfovibrio alaskensis* G20 (DA-G20). RNA-sequencing technology was used to evaluate the expression pattern of multiple transcripts in DA-G20 exposed to Cu(II) ions. The bacterial response in terms of gene expression was further corelated to molecular functions and biological processes to understand the impact of Cu(II) stress on cellular pathways and molecular activities of gene products. The transcriptional response in DA-G20 was also compared with published transcriptional responses on other heavy metals to identify common and unique mechanisms of heavy metal stress tolerance. Overall, this study will enable the scientific community to obtain a more comprehensive picture of the biological processes impacted by Cu in other SRB species.

## 2. Results

### 2.1. DA-G20 Growth under Cu(II) Stress

To generate a baseline for Cu(II) toxicity in DA-G20, growth characteristics and changes in cell morphology were studied. The growth rate decreased as the concentration of Cu(II) increased (Figure 1a). The best-fitting linear model was a polynomial curve with the best goodness of fit (R^2^). The maximum specific growth rates (µ_max_) with 5 μM Cu(II) and 15 μM Cu(II) were found to be 0.13 and 0.10 h^−1^, respectively, compared to 0.17 h^−1^ for Cu(II) free control (0 μM Cu(II)). The trend in µ_max_ values indicates gradual inhibition in DA-G20 growth at high Cu(II) concentration. The growth profile of DA-G20 as a function of total cell protein was also studied in the presence of 0, 5, and 15 µM Cu(II) (Figure 1b). The results showed that with an increase in Cu(II) concentration, there is a significant decrease in total cell protein. It can be inferred from Figure 1b that the toxicity of Cu(II) was dependent on the Cu(II) concentration in the media. The final total cell protein in the presence of 5 μM and 15 μM Cu(II) was approximately 18.12% and 49.64% lower than Cu(II) free control, respectively. The inhibition of total cell protein at higher Cu(II) concentration resulted in longer lag times and lower growth rates, as discussed in a previous study [4]. As shown in Figure 1b, the cell protein concentration increased with time in 5 μM and 15 μM Cu(II) with almost similar lag times. The t_1/2_ (the time at which the total cell protein is half of the maximum total cell protein) was also calculated using a polynomial regression fit. The value of t_1/2_ increased with increasing Cu(II) concentration. The t_1/2_ for 0 μM Cu(II) (26.9 h) was closer to the t_1/2_ of 5 μM Cu(II) (29.6 h). However, at 15 μM Cu(II), the value of t_1/2_ increased to 52 h. In addition, scanning electron microscopy (SEM) was utilized to elucidate morphological changes in DA-G20 cells grown in varying concentrations of Cu(II) (0, 5, and 15 µM Cu(II)) (Figure 2). SEM analysis depicted a positive correlation between cell size and increasing Cu(II) concentration. The cell size increased as the concentration of Cu(II) was increased (Figure 2). Compared to 0 µM Cu(II) (2.538 µm), the cell size increased by 48% in 5 μM Cu(II) and 91.8% in 15 μM Cu(II). Additionally, spiral folds were also observed in cells grown in 5 μM Cu(II) and 15 μM Cu(II). The increase in cell size and presence of spiral folds might be due to pleiotropic effects generated by the presence of Cu(II) ions [24,25].

### 2.2. Differential Gene Expression Analysis during Cu(II) Stress

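RNA was sequenced from 9 cultures of DA-G20, with 3 cultures each at 0, 5 and 15 µM Cu(II), collected on day 5. The paper reports that the cultures grew more slowly with more Cu(II), so that concentration and stage of growth at sampling cannot be told apart. The paper gives a volume of 100 mL of medium, and the labels of the libraries give 125 mL. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and assigned them to genes with featureCounts, and the deposited counts per gene were used here without further change. Total counts ranged from 604302 to 1046440 per library (median 895573) at 0 µM, from 518188 to 911350 (median 568331) at 5 µM and from 1050290 to 1384144 (median 1081744) at 15 µM. These totals lie far below the number of reads per sample that the paper states, and all values given here rest on them. The counts were scaled by the trimmed mean of M values (TMM), and the 3077 genes kept by edgeR's filter on low counts were tested with edgeR's quasi-likelihood test in 1 fit of all 9 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Each log2 fold change is the higher Cu(II) concentration over the lower, as the libraries are labelled, and its sign rests on those labels. A positive value stands for more transcript at the higher concentration, relative to the other genes after scaling and not as an amount per cell. The standard error (SE) of a log2 fold change comes from the fit, with n = 3 libraries per group. Levels are TMM-normalized counts scaled to a common library size (CPM) with the SD of the 3 libraries. Gene names and 31 lists of genes by function were taken from Table S3, which holds only genes that the study called in these libraries, so that the counts of a list are not independent evidence of its direction. Each list was also compared with the other genes by camera, a test of a gene set against the rest. The rest includes genes that the study did not call, so that camera's p-values are not independent evidence either. Spearman's rho between libraries of 1 group lay between 0.90 and 0.96 across genes. In 60 genes, 1 library lay at least 10 times above the other 2 of its group at 100 CPM or more; Dde_2608 took 16% of all counts of replicate 1 and Dde_3588 took 24.5% of those of replicate 2 at 0 µM. Library-size scaling without TMM moved the median log2 fold change of all genes from −0.10 to −0.21 in SP2 and from −0.07 to −0.22 in SP3.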

To explore potential molecular mechanisms of Cu(II) stress, global transcriptome analysis was performed on DA-G20 grown under varying concentrations of Cu(II) (0 µM, 5 µM, and 15 µM Cu(II)). Differential gene expression (DGE) analysis was performed on samples collected from the control (0 µM Cu(II)) and Cu(II) spiked samples (5 µM and 15 µM Cu(II)). DeSeq2′s median of ratios method was used for data normalization [26]. Pairwise transcriptome comparison between samples (SP1: 0 µM vs. 5 µM Cu(II); SP2: 0 µM vs. 15 µM Cu(II); SP3: 5 µM vs. 15 µM Cu(II)) was performed to identify differentially expressed genes (DEGs) amongst the sample pairs. From here on, the various pairwise transcriptome analysis is referred to as: SP1 for 0 µM vs. 5 µM Cu(II) comparison; SP2 for 0 µM vs. 15 µM Cu(II) comparison; SP3 for 5 µM vs. 15 µM Cu(II) comparison. 

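At 15 µM Cu(II), 1880 of the 3077 genes tested (61.1%) differed from 0 µM, and at 5 µM 732 (23.8%) did. Between 15 and 5 µM, 912 genes (29.6%) differed. A change of 2-fold or more was found in 522 of the genes called in SP1, in 1425 of those in SP2 and in 625 of those in SP3. The genes called range from growth functions, such as the ribosome and the elongation factors, to stress functions, such as chaperones and peroxidases. Of all 3077 genes tested, called or not, the 3 libraries of the one group all lay above the 3 of the other in 1547 in SP1, 2155 in SP2 and 1322 in SP3, where chance gives 10% of genes. Scaled by library size alone, SP1 held 452 and SP3 held 372 called genes. At an unadjusted p under 0.05, SP1 held 1136 called genes with DESeq2 and 1194 with edgeR; without replicate 2 of 15 µM, SP3 held 527.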

DGE analysis after median of ratios normalization generated 1190, 1955, and 1144 genes with significant differential expression (*p*-value < 0.05 and |log_2_FC| > 0) in the pair-wise comparisons of SP1, SP2 and SP3, respectively (Figure 3a–c and Figure S1). 

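In SP1, 553 of the called genes (75.5%) had more transcript at 5 µM Cu(II) and 179 (24.5%) had less. In SP2, 948 (50.4%) had more transcript at 15 µM and 932 (49.6%) had less. Called genes had a median log2 fold change of 1.64 for those higher and −0.84 for those lower in SP1. In SP2 these medians were 1.68 and −1.35. The lower side of SP1 depended on the setting and on single libraries: it held 16 genes with scaling by library size alone (96.5% higher), 455 and 508 with DESeq2 and edgeR at an unadjusted p, 54 at a fold change of at least 2 and 290 with the 6 libraries alone. Leaving out replicates 1, 2 and 3 of 0 µM in turn left 96, 69 and 49 genes lower, leaving out replicates 2 and 3 of 5 µM left 45 and 32, and without replicate 1 of 15 µM there were 436.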

In SP1, 61.43% of genes were downregulated, and 38.57% of genes were upregulated, whereas in SP2, 49.51% of genes were downregulated, and 50.5% of genes were upregulated. 

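Between the 2 concentrations of Cu(II), 559 of the called genes (61.3%) had more transcript at 15 than at 5 µM and 353 (38.7%) had less. Their median log2 fold change was 1.28 for those higher and −1.18 for those lower. Dde_2819, an uncharacterized protein, showed a log2 fold change of 6.35 (SE 0.43) in SP3, and Dde_2991, which encodes the transcription antitermination protein NusG, showed 4.33 (SE 0.41). On the lower side, lpxC (Dde_2986), whose product acts in lipid A synthesis, showed −3.20 (SE 0.21), and metE (Dde_2328), a methionine synthase, showed −2.62 (SE 0.42). The number lower was 124 with scaling by library size alone, where 248 were higher, 199 with the 6 libraries alone, 232 at a fold change of at least 2, 595 and 647 with DESeq2 and edgeR at an unadjusted p, 230 each without replicate 2 or 3 of 5 µM, 132 and 218 without replicates 2 and 3 of 15 µM and, above the 636 higher, 687 without replicate 1 of 15 µM. The 4 genes named here passed edgeR's quasi-likelihood test with adjusted p = 4.09e-06, 3.45e-05, 3.84e-06 and 0.000907 (Benjamini-Hochberg).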

The pairwise comparison of both copper spiked samples (SP3: 5 µM vs. 15 µM Cu(II)) resulted in 52.97% downregulated and 47.03% upregulated genes. A Venn diagram was implemented to understand the association between DEGs in SP1, SP2, and SP3 (Figure S2). SP1 and SP2 shared a total of 1000 genes in which 373 are commonly upregulated, 613 are commonly downregulated, and 14 are contra-regulated. 

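In the libraries as labelled, 628 genes were called in both SP1 and SP2. Of these, 491 were higher with Cu(II) in both comparisons, 125 were lower in both and 12 went opposite ways. Thioredoxin peroxidase (Dde_2560), the phage shock protein PspA (Dde_3226) and the outer membrane protein Dde_1689 were among the genes higher in both, and a flagellar basal body rod protein (Dde_2958) was among those lower in both. Lists drawn independently from the tested genes would share 447 genes, with 170 higher in both, 54 lower in both and 223 opposite. SP1 and SP2 share the 3 libraries at 0 µM, so that part of the excess may come from the shared controls, which cannot be split into parts of 2 or more libraries. Groups without any effect, simulated 50 times with shared controls drawn anew at the 0 µM mean, gave 0.04 such genes on average. Without any effect almost no gene passes the adjusted threshold, so that this does not measure the part due to the shared controls. Without adjustment of p, 946 genes were called in both with DESeq2 and 978 with edgeR, and 388 were with scaling by library size alone. Of these 331, 366 and 15 were lower in both, as were 246 with the 6 libraries alone and 40 at a fold change of at least 2. Single libraries moved the 125 genes as well, to 66, 54 and 39 without replicates 1, 2 and 3 of 0 µM, to 65, 37 and 25 without those of 5 µM and to 345 without replicate 1 of 15 µM. Opposite genes numbered 1 to 32 over the settings.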

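Of 2063 genes called in at least 1 of the 3 comparisons, 696 (33.7%) were called in SP2 alone and 220 in all 3. The cell-wall glycosyltransferase gene Dde_0992, the σ70-family factor Dde_1928 and the D-lactate dehydrogenase Dde_0182 were called in SP2 alone, with log2 fold changes of −1.33, −1.92 and −1.18 there. The value of Dde_1928 was −3.02 without replicate 1 of 15 µM, and the call of Dde_0182 was lost with scaling by library size alone and without replicate 2 of 0 µM or 3 of 15 µM. Leaving SP3 aside, 1252 genes were called in SP2 and not in SP1, and 85.8% of the genes called in SP1 were also called in SP2. A call in one comparison and not in the other is no test of the difference between the 2 concentrations, which SP3 tests. With DESeq2 and edgeR at an unadjusted p under 0.05, the share in SP2 alone was 15.5% and 14.5%, with scaling by library size alone it was 54.2%, without replicate 1 of 15 µM 16.6% and without replicates 2 and 3 of 5 µM 49.2% and 49.9%. Genes called in all 3 numbered 82 to 478 over the settings.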

Around 18.6% DEGs were significant (*p*-value < 0.05) only at high Cu(II) concentration (SP2). 

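Across the 628 genes called in both comparisons, the log2 fold changes at 5 and at 15 µM Cu(II) had a Pearson r of 0.88. Their median log2 fold change was 1.36 in SP1 and 1.80 in SP2. Response regulator Dde_0221 lay close to equal change in both, at 5.24 (SE 0.36) and 5.61 (SE 0.36), and the flagellar rod gene flgB (Dde_0356) lay lower at 15 µM, at 5.36 (SE 0.38) and 3.53 (SE 0.36). The correlation runs across genes, which are not independent replicates, and the genes were selected by their calls. Over all 3077 tested genes r was 0.74 and the covariance 1.38. Groups simulated without effect, with simulated 0 µM libraries shared by both comparisons, gave 0.49 and 0.08.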

Correlation-based on log_2_FC between the common genes in SP1 and SP2 shows a Pearson correlation coefficient of 0.87 (Figure 3d). A strong correlation exists between the expression of common genes in SP1 and SP2. 

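By ranks, Spearman's rho over the same 628 genes was 0.81. Several stress genes shared the direction and differed in size between the concentrations, among them the phage shock genes pspA (Dde_3226), with 3.61 (SE 0.36) in SP1 and 5.71 (SE 0.39) in SP2, and pspB (Dde_3225), with 3.75 (SE 0.33) and 5.43 (SE 0.32). The phage shock proteins are known to answer damage of the inner membrane. The difference between 15 and 5 µM passed edgeR's quasi-likelihood test for pspA (log2 fold change of 2.11 (SE 0.33, adjusted p = 0.000786)) and pspB (1.67 (SE 0.24, adjusted p = 0.000447); Benjamini-Hochberg).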

In SP1, 61.43% of genes were downregulated, and 38.57% genes were upregulated (*p*-value < 0.05). Compared to SP1, 49.51% of genes were downregulated, and 50.5% of genes were upregulated in SP2. In SP3, 52.97% of genes were downregulated, and 47.02% were upregulated. A comprehensive table with protein names for all upregulated and downregulated genes in both SP1 and SP2 is given in Supplementary Information in Table S3. These results suggest that most DEGs were observed at high Cu(II) concentration (SP2), which might be due to increased Cu stress in bacteria. 

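The libraries at 5 µM Cu(II) lay between the others on the first principal component, which held 60.1% of the variance, with group means of −44.0 at 0 µM, 1.7 at 5 µM and 42.2 at 15 µM. Replicate 1 of 15 µM stood apart from its group, at 23.9 against 47 and 55.8 for replicates 2 and 3. Spearman's rho between libraries was 0.70 to 0.78 for 0 against 5 µM and 0.44 to 0.63 for 0 against 15 µM. Genes with low levels at 0 µM were more often higher at 15 µM: with genes ranked by RPKM in 1 library of 0 µM and called by edgeR without that library, 67.9%, 71.7% and 77.8% of the called genes among the 610 lowest were higher in SP2 for replicates 1, 2 and 3 in turn, against 40.4%, 37.8% and 35% among the 610 highest. Genes ranked low in 1 group tend to lie higher in any group that correlates imperfectly with it. The pattern by itself is therefore no mark of a response to Cu(II). From the larger number of differentially expressed genes at 15 µM, the paper proposes that the bacteria were under stronger Cu stress there.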

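Among the genes of Table 1, the uncharacterized Dde_4025 rose from 1.61 ± 0.656 CPM at 0 µM Cu(II) to 109 ± 41.3 at 5 µM and 295 ± 73.8 at 15 µM (SD, n = 3 libraries). Its log2 fold change was 6.01 (SE 0.53) in SP1 and 7.48 (SE 0.50) in SP2. Dde_2170, of the UPF0235 family, rose by 5.79 (SE 0.39) and 6.60 (SE 0.40), and Dde_0715 by 5.95 (SE 0.47) and 5.53 (SE 0.46). The GAF sensor protein Dde_3737 rose by 4.43 (SE 0.72) and 6.58 (SE 0.79). The flagellar basal body rod protein Dde_2958 changed by −2.68 (SE 0.36) in SP1 and −3.17 (SE 0.36) in SP2. All of these passed edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment, with adjusted p = 0.000774 for Dde_3737 in SP1 as the highest. Dde_2895, a teichoic-acid-transporting ATPase, had −3.42 (SE 1.54, adjusted p = 0.0734) in SP2 and 0.35 (SE 1.4) in SP1 and passed in neither; replicate 2 at 5 µM held 12796 CPM, the other 2 at most 208, and without that library its SP1 value was −4.17 and was called. In SP2 it was called with DESeq2 or edgeR at an unadjusted p, with the 6 libraries alone and without replicate 3 of 0 µM or 2 or 3 of 5 µM in turn. Dde_0925 was not kept by the filter on low counts.

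**Figure D1:**
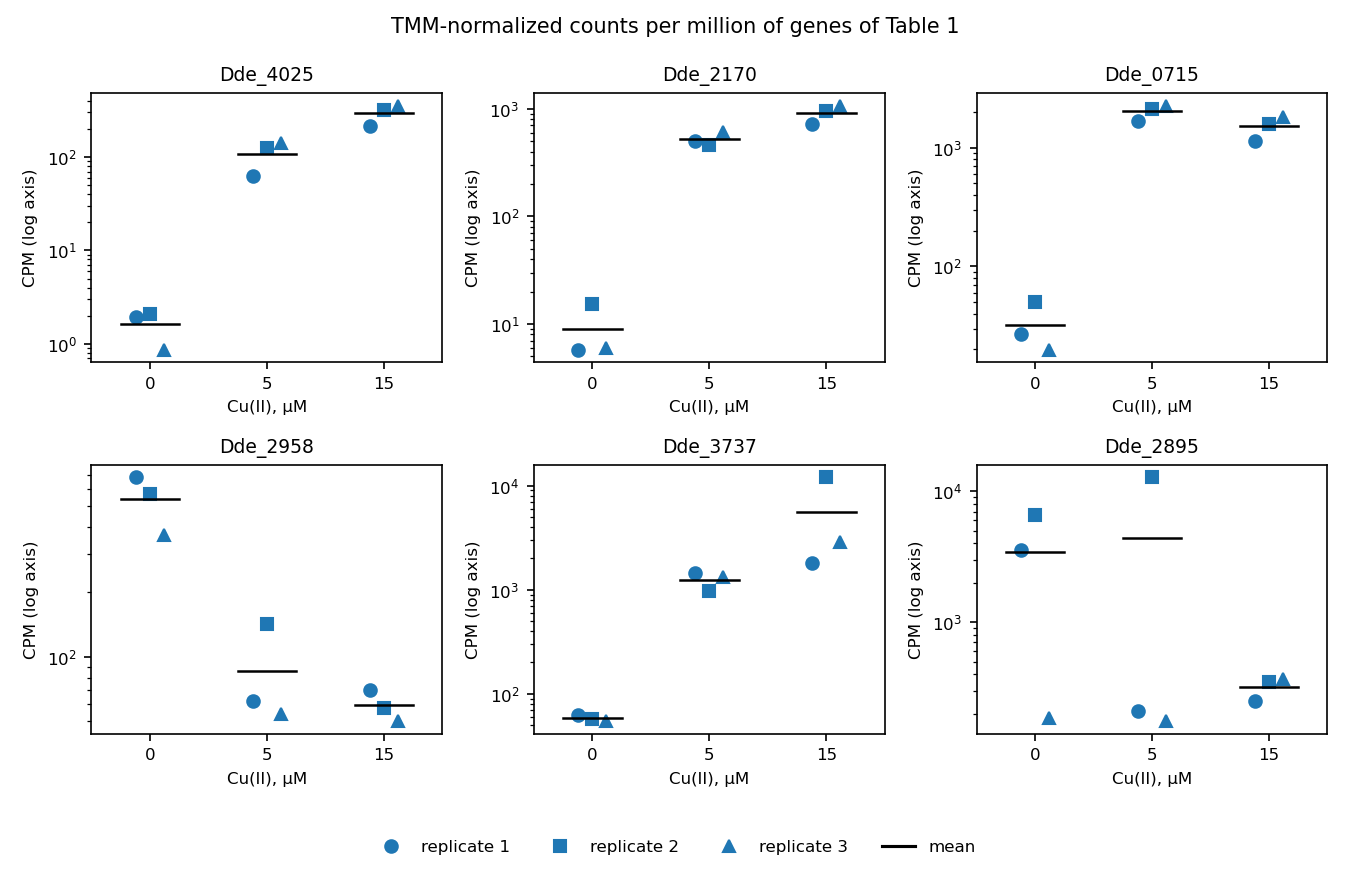
TMM-normalized CPM (log axis) of 6 genes of Table 1 at 0, 5 and 15 µM Cu(II), with 1 symbol per replicate and a bar at the mean of 3 libraries. Dde_4025, Dde_2170, Dde_0715 and Dde_3737 lie higher in every library with Cu(II) than in every library without, Dde_2958 lies lower, and Dde_2895 lies at 12796 CPM in replicate 2 at 5 µM and at most 208 CPM in the other 2.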

Table 1 below lists the top 10 significantly up- and downregulated genes in SP1 and SP2.

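The zinc resistance-associated protein gene zraP (Dde_0111), whose product is a periplasmic zinc-binding protein, rose from 35.0 ± 9.04 CPM at 0 µM Cu(II) to 14547 ± 3957 CPM at 15 µM (SD, n = 3 libraries). This is a log2 fold change of 8.68 (SE 0.71). Every library at 15 µM lay above every library at 0 µM. It was the highest log2 fold change among the called genes of SP2, and edgeR's quasi-likelihood test gave adjusted p = 2.94e-06 (Benjamini-Hochberg).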

The most downregulated gene (log_2_FC = −8.56) in SP2 was zinc resistance-associated protein (*ZraP* (Dde_0111)). ZraP is a zinc-responsive periplasmic protein that binds Cu(II) with higher affinity than Zn(II) [27]. 

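At 5 µM Cu(II), zraP (Dde_0111) stood at 184 ± 46.2 CPM (SD, n = 3 libraries), a log2 fold change over 0 µM of 2.38 (SE 0.54). The step from 5 to 15 µM was 6.30 (SE 0.64) on the log2 scale, larger than the step from 0 to 5 µM. Both steps passed edgeR's quasi-likelihood test, with adjusted p = 0.00777 for the first and 4.95e-05 for the second (Benjamini-Hochberg).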

The downregulation of *zraP* in the presence of 15 µM Cu(II) ions suggests a lower intake of Cu ions by DA-G20. *zraP* was also downregulated (log_2_FC = −2.42) in SP1, implicating a similar mechanism of Cu(II) stress tolerance. However, the most significantly upregulated (log_2_FC = 3.05) gene, serine/threonine phosphatase (Dde_3047) in SP1 was also upregulated (log_2_FC = 3.08) at the same level in SP2. 

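Dde_3047 encodes a protein serine/threonine phosphatase, an enzyme that removes phosphate groups from proteins. Its level was 8292 ± 12913 CPM at 0 µM Cu(II), 212 ± 58.2 at 5 µM and 408 ± 63.4 at 15 µM (SD, n = 3 libraries). The log2 fold change was −5.29 (SE 1.46, adjusted p = 0.0229) in SP1 and −4.34 (SE 1.4, adjusted p = 0.019) in SP2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The level at 0 µM rested on replicate 1, with 23175 CPM against 1632 and less in the other 2. Without that library the log2 fold change was −2.00 in SP1 and −1.06 in SP2, and neither was called.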

In total, 373 genes were commonly upregulated between SP1 and SP2. However, the Pearson correlation coefficient (R) between these 373 genes was 0.3378, indicating a weak positive linear relationship between the shared upregulated genes. 

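The 125 genes lower with Cu(II) in both comparisons had a Pearson r of 0.93 and a Spearman's rho of 0.58 between their log2 fold changes. Their median log2 fold change was −0.87 in SP1 and −1.27 in SP2. A few genes lie far below the rest, among them Dde_1676 at −5.32 and −6.16, Dde_0269 at −5.58 and −5.70 and Dde_3658 at −4.79 and −5.38, each of which stood at least 10 times higher in 1 library at 0 µM than in the other 2. Without that library their SP1 values were −1.12, −0.95 and −1.08, of which the first was called, and their SP2 values −1.97, −1.07 and −1.67, all called. DESeq2 on all libraries gave no p-value for the 3 genes, with log2 fold changes of −5.33, −5.57 and −4.77 in SP1 and −6.16, −5.70 and −5.37 in SP2. The SP1 calls of all 3 were also lost with a replicate block, at −3.48, −3.59 and −3.60, and without replicate 2 or 3 of 5 µM, and those of Dde_0269 and Dde_3658 without replicate 1 of 5 µM too. With DESeq2 at an adjusted p under 0.05 r was 0.67, with DESeq2 at an unadjusted p 0.58, with a replicate block 0.61 and without replicate 1 of 15 µM 0.63. It is a correlation across genes, which are not independent replicates.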

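Among the 491 genes higher with Cu(II) in both comparisons, Pearson's r between the log2 fold changes at 5 and 15 µM was 0.64 and Spearman's rho was 0.63. The median log2 fold change of these genes was 1.67 in SP1 and 2.19 in SP2. The cobyrinic acid synthase gene Dde_3201 followed this step, at 3.21 (SE 0.30) and 4.25 (SE 0.32), while Dde_1344, a small heat shock protein of the Hsp20 family, had 2.07 (SE 0.37) and 1.15 (SE 0.37), and its difference between 15 and 5 µM did not pass the test (adjusted p = 0.0752). The call of Dde_1344 in SP2 was lost without replicate 2 or without replicate 3 of 0 µM. The genes are not independent replicates, and both comparisons use the same 0 µM libraries.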

The R-value amongst the 613 commonly downregulated genes in SP1 and SP2 was 0.6017, indicating a more positive linear relationship. In addition, several significantly up- and downregulated uncharacterized proteins were also identified, which could play an important part in imparting Cu toxicity tolerance in DA-G20 (Table 1 and Table S3). 

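Among the uncharacterized proteins, Dde_2819 stood at 54.1 ± 9.91 CPM at 0 µM Cu(II), 47.1 ± 13.4 at 5 µM and 3873 ± 740 at 15 µM (SD, n = 3 libraries). It rose by 6.16 (SE 0.43) on the log2 scale in SP2, and its SP1 value of −0.19 did not pass the test. Dde_1010 was among the most abundant transcripts with Cu(II), at 17942 ± 2166 CPM at 5 µM and 29578 ± 2711 CPM at 15 µM against 632 ± 89.5 without. Dde_0283 and Dde_0563 rose more at 5 than at 15 µM, by 4.59 and 5.12 in SP1 and 2.58 and 3.34 in SP2. In SP3 both were lower, by edgeR's quasi-likelihood test with adjusted p = 0.000877 and 0.000544 (Benjamini-Hochberg). On the lower side, Dde_1981 fell from 14.3 ± 1.11 CPM at 5 µM to 0.821 ± 0.725 CPM at 15 µM. Dde_0899 and Dde_1205 changed by −3.04 (SE 0.48) and −3.01 (SE 0.46) in SP2, where both were called, and did not pass the test in SP1, but did with the 6 libraries alone and without replicate 1 of 15 µM.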

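In the RNA-seq counts, the 15 genes of Table S2 divided into 8 that were higher and 7 that were lower at 15 µM Cu(II) than at 0 µM. At 5 µM, 8 were higher, 5 were lower and 2 did not pass the test (8 higher and 7 lower when adjusted over the list alone). The TolC-family outer membrane protein Dde_1415 rose by 2.19 (SE 0.27) and 2.76 (SE 0.27) on the log2 scale in SP1 and SP2, the universal stress protein Dde_1454 by 1.58 (SE 0.21) and 1.89 (SE 0.21), and the ferredoxin-domain protein Dde_3775 by 1.67 (SE 0.23) and 2.75 (SE 0.22). The pseudouridine synthase Dde_0975, an RNA-modifying enzyme, changed by −1.02 (SE 0.26) and −2.40 (SE 0.27), its SP1 call being lost with scaling by library size alone and without replicate 3 of 0 µM or 1 of 5 µM, and the ABC transporter Dde_3729 by −2.20 (SE 0.52) and −2.04 (SE 0.47). The genes not called in SP1 were the xenobiotic-transporting ATPase Dde_1602 (−0.81 (SE 0.32, adjusted p = 0.0877), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the flagellar synthesis regulator FleN, Dde_1800 (−0.84 (SE 0.29, adjusted p = 0.0563), same test); both were called with the 6 libraries alone, with a replicate block, at an unadjusted p and without replicate 1 of 15 µM. These genes were chosen in the study from its own calls, so that their direction here is not independent evidence.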

Finally, 15 genes were randomly selected for RT-qPCR validation of RNA-seq data. The expression pattern of the selected genes depicted the same expression trend as those detected by RNA-Seq, indicating good quality of the sequencing data (Figure S3).

### 2.3. Gene Ontology Analyses of DEGs

#### 2.3.1. Biological Process, Molecular Function, and Cellular Component Enrichment Analyses

Gene ontology (GO) terms approximating biological process (BP), molecular functions (MF), and cellular component (CC) were used for GO classification. BP represents pathways made up of the activities of multiple gene products; MF signifies molecular activities of gene products; CC represents the location of a protein relative to cellular compartments and structures. GO analysis was performed for all significantly upregulated and downregulated genes (*p*-value < 0.05) in SP1 and SP2. The five most significantly enriched terms (BP, MF, CC) on the basis of total gene count in both SP1 and SP2 are given in Table 2.

BP analysis revealed that the five most significantly enriched terms (*p*-value < 0.05) in SP1 were (i) regulation of transcription DNA-templated (GO:0006355), (ii) phosphorelay signal transduction system (GO:0000160), (iii) translation (GO:0006412), (iv) chemotaxis (GO:0006935), and (v) signal transduction (GO:0007165). Compared to SP1, the five most significantly enriched BP terms in SP2 were (i) translation (GO:0006412), (ii) regulation of transcription DNA-templated (GO:0006355), (iii) phosphorelay signal transduction system (GO:0000160), (iv) signal transduction (GO:0007165), and (v) methylation (GO:0032259). 

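Of 28 translation factors and tRNA synthetases named in Table S3, and thus already called by the study, 18 were higher, 6 were lower and 4 did not pass the test at 15 µM Cu(II) (19 higher and 6 lower when adjusted over the list alone). Elongation factor Tu (tuf, Dde_2989), which brings aminoacyl-tRNA to the ribosome, was the highest, at 4.51 (SE 0.34) on the log2 scale. An initiation factor IF-1 gene (infA, Dde_3769) was the lowest of those called, at −1.41 (SE 0.49), and lost its call with scaling by library size alone and without replicates 1 or 2 of 0 µM or 2 or 3 of 15 µM in turn. Across the list the median log2 fold change was 1.06, and camera, on the values of edgeR's scaling, gave adjusted p = 0.008, and adjusted p = 0.32 with an estimated correlation (Benjamini-Hochberg over the lists).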

BP enrichment indicates that translation was significantly impacted when the concentration of Cu(II) was increased to 15 µM. 

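Among the methyltransferases named in Table S3, trmD (Dde_1096), which methylates tRNA, stood at 69.0 ± 14.5 CPM at 0 µM, 91.9 ± 13.4 at 5 µM and 601 ± 223 at 15 µM Cu(II) (SD, n = 3 libraries). Its log2 fold change was 3.10 (SE 0.31, adjusted p = 9.56e-06) in SP2 by edgeR's quasi-likelihood test (Benjamini-Hochberg), and its SP1 value of 0.40 (SE 0.30) did not pass. It was the highest of 47 methyltransferase genes, of which 14 were higher, 25 were lower and 8 did not pass the test in SP2. The restriction-modification genes, which include DNA methylases, were mostly lower too. Of 14 such genes, all taken from the study's own calls, 1 was higher, 10 were lower and 3 did not pass the test at 15 µM (2 higher and 10 lower when adjusted over the list alone). A restriction endonuclease gene, Dde_2800, fell by 2.60 on the log2 scale (SE 0.28), and the specificity subunit Dde_2869 rose by 1.34 (SE 0.21). For this list camera gave adjusted p = 0.019, and adjusted p = 0.34 with an estimated correlation.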

Interestingly, methylation was also enriched in SP2, which implies methylation might play a crucial role in gene regulation during high Cu(II) stress in DA-G20 [28]. With regard to MF, the three most enriched terms in SP1 and SP2 were the same (ATP binding (GO:0005524), metal ion binding (GO:0046872), and hydrolase activity (GO:0016787)). The fourth and fifth most enriched terms in SP1 were 4 iron, 4 sulfur cluster binding (GO:0051539), and ATPase-coupled cation transmembrane transporter activity (GO:0022857), and 4 iron, 4 sulfur cluster binding (GO:0051539). The enrichment of metal ion binding (GO:0046872) in both samples (SP1 and SP2) suggests the involvement of molecular machinery involved in binding Cu(II) ions. In addition, the enrichment in ATP binding activity demonstrates that DA-G20 requires more energy in translocating heavy-metal ions using ATPase coupled transmembrane transporter activity. The top three CC enriched terms in SP1 and SP2 were integral component of membrane (GO:0016021), plasma membrane (GO:0005886), and cytoplasm (GO:0005737). The fourth and fifth most enriched terms in SP1 and SP2 were ATP-binding cassette (ABC) transporter complex (GO:0043190) and bacterial-type flagellum basal body (GO:0009425). The CC enrichment analysis touts the involvement of proteins belonging to permease, transporter, and various membrane-bound cytochrome families. These protein families help to maintain metal homeostasis in a diverse group of bacteria [29].

Bubble plots showing gene counts of all GO enriched terms in SP1 and SP2 are depicted in Figure 4a,b, respectively. Furthermore, the number of up- and downregulated genes for each GO enriched term is provided in Figure S4. Interestingly, the highest number of downregulated genes in both samples was associated with translation (GO:0006412), indicating lower turnover of protein during heavy-metal stress. 

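All 49 ribosomal protein genes named in Table S3 had more transcript at 15 µM Cu(II) than at 0 µM, with a median log2 fold change of 3.42 (also 49 when adjusted over the list alone). At 5 µM, 14 of them were higher, 0 were lower and 35 did not pass the test (14 higher and 0 lower when adjusted over the list alone), with a median of 0.55. The list holds only genes that the study called, so that neither its counts nor camera's p-values are independent evidence of direction. Concentration of Cu(II) and stage of growth at sampling cannot be told apart here. By camera against the other genes, SP2 gave adjusted p = 8.4e-19, and adjusted p = 0.22 with an estimated correlation; SP1 gave adjusted p = 0.0052, and adjusted p = 0.55 with an estimated correlation. In SP1, 7 were higher with scaling by library size alone, 9 without replicate 3 of 0 µM and 8 without replicate 3 of 5 µM, and camera's adjusted p at the preset correlation was 0.054 without replicate 1 of 5 µM.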

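Of 19 σ54-dependent regulators, activators of transcription by the alternative sigma factor RpoN, 4 were higher, 12 were lower and 3 did not pass the test at 15 µM Cu(II) (4 higher and 12 lower when adjusted over the list alone). Across this list the median log2 fold change was −0.99, with Dde_1264 lowest at −2.77 (SE 0.68) and Dde_3003 highest at 1.52 (SE 0.26). Genes of the transcription machinery moved the other way: 8 of 9 were higher, 0 were lower and 1 did not pass the test (8 higher and 0 lower when adjusted over the list alone). The highest of these was nusG (Dde_2991), at 6.06 (SE 0.45), and the lowest called was nusB (Dde_2438), at 0.75 (SE 0.26), which lost its call with scaling by library size alone, without any 1 library of 0 µM and without replicate 2 of 15 µM. Both lists come from the study's called genes. Against the other genes camera gave adjusted p = 0.028, and adjusted p = 0.25 with an estimated correlation for the regulators, and adjusted p = 0.0013, and adjusted p = 0.22 with an estimated correlation for the machinery.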

Regulation of transcription, DNA-templated (GO:0006355), had more upregulated genes in SP2 (z-score = 1.5), whereas it had a similar number of upregulated and downregulated genes in SP1 (z-score = 0). With respect to CC, the most drastic difference between SP1 and SP2 was observed for integral component of membrane (GO:0016021). The z-score (Table 2) pertaining to GO:0016021 for SP1 was −0.41, whereas for SP2 it was 4.3. The overexpression of genes related to GO:0016021 in SP2 indicates that most transporter proteins were upregulated at high Cu(II) concentrations. 

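The ABC transporters, which move solutes across the membrane at the cost of ATP, were mostly lower at 15 µM Cu(II). There, of 103 such genes named in Table S3, 22 were higher, 70 were lower and 11 did not pass the test (22 higher and 72 lower when adjusted over the list alone), with a median log2 fold change of −1.11. At 5 µM, 8 were higher, 15 were lower and 80 did not pass the test (8 higher and 15 lower when adjusted over the list alone), with a median of −0.68. A periplasmic substrate-binding protein, Dde_0234, was the highest, at 3.77 (SE 0.27) in SP1 and 3.90 (SE 0.27) in SP2. The list holds genes the study called, so that the counts are not independent evidence of direction. With camera SP2 gave adjusted p = 0.00036, and adjusted p = 0.32 with an estimated correlation, and SP1 gave adjusted p = 0.0007, and adjusted p = 0.54 with an estimated correlation. The count of SP1 depended on single libraries, with 49 called without replicate 1 of 15 µM and 14, 10, 13 and 11 without replicates 2 and 3 of 0 µM and replicates 2 and 3 of 5 µM in turn.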

Genes involved in ATP-binding cassette (ABC) transporter complex were overexpressed in both SP1 (z-score = 2.32) and SP2 (z-score = 4.12). The metal ion binding activity relatively increased in SP2 (z-score = −1.13) as compared to SP1 (z-score = −2.94). Interestingly, there was no difference in the expression level of chemotaxis-related genes in both SP1 and SP2 (z-score = −2.98). 

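Chemotaxis proteins carry the signal from the receptors to the flagellar motor. At 15 µM Cu(II), 9 of 12 such genes were higher, 1 was lower and 2 did not pass the test (9 higher and 1 lower when adjusted over the list alone). At 5 µM, 5 were higher, 2 were lower and 5 did not pass the test (6 higher and 2 lower when adjusted over the list alone). The chemotaxis methyltransferase gene Dde_1573, called higher in SP1, stood at 2493 CPM in replicate 1 of 5 µM and at most 248 in the other 2. Over the list the median log2 fold change was 0.99 in SP2 and 0.52 in SP1. CheD (Dde_3212), a receptor deamidase, was the highest in SP2, at 2.34 (SE 0.35), and had 1.49 (SE 0.36) in SP1, and a chemotaxis methyltransferase (Dde_2105) was the lowest in SP2, at −1.09 (SE 0.20), and had −0.68 (SE 0.20) in SP1. The SP1 calls of both were lost with scaling by library size alone, where 3 genes of the list were called in SP1, and that of Dde_2105 also without any 1 library of 0 or 5 µM or replicate 3 of 15 µM. The names come from the study's own called genes, and camera gave adjusted p = 0.048, and adjusted p = 0.28 with an estimated correlation in SP2 and adjusted p = 0.072, and adjusted p = 0.35 with an estimated correlation in SP1; in SP2 the first was 0.053 with scaling by library size alone and 0.051, 0.059, 0.055 and 0.055 without replicates 1 and 2 of 0 µM and 1 and 3 of 15 µM in turn.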

A comprehensive table showing gene names and the associated GO terms (BP and MF) for both SP1 and SP2 is given in Table S4.

#### 2.3.2. Association between Genes and Enriched GO Terms

A comprehensive relationship between DGE and enriched GO functional categories (BP, MF) was interpreted by drawing a chord diagram using the GOChord function in R programming language [30]. The chord diagram for BP (Figure 5a,b) was drawn when at least 2 GO terms were assigned to a gene and at least 5 genes were assigned to a GO term. In the case of MF (Figure 5c,d), the chord diagram was drawn when at least 3 GO terms were assigned to a gene and at least 5 genes were assigned to at least one GO term. 

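Dde_2411 and Dde_0703 encode methyl-accepting chemotaxis receptors. Dde_2411 stood at 454 ± 8.98 CPM at 0 µM Cu(II), 609 ± 42.7 at 5 µM and 387 ± 22.8 at 15 µM (SD, n = 3 libraries). Its log2 fold change in SP1, 0.42 (SE 0.19, adjusted p = 0.129), did not pass edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment; it passed at an unadjusted p and, at 0.65, without replicate 1 of 5 µM. Dde_0703 rose by 0.61 (SE 0.20) in SP1 and 1.23 (SE 0.20) in SP2 on the log2 scale. The SP1 call of Dde_0703 (adjusted p = 0.0484 from the same test) was lost with DESeq2 after adjustment, with scaling by library size alone, with a replicate block, without any 1 library of 0 µM, without replicates 2 or 3 of 5 µM and without replicate 2 of 15 µM.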

In SP1, the maximum number of GO-BP terms (3 each) was assigned to genes Dde_2411 and Dde_0703. Both of these genes (Dde_2411 and Dde_0703) code for proteins: methyl-accepting chemotaxis sensory transducer with Cache sensor and Pas/Pac sensor, respectively, which are part of bacterial two-component signal transduction system [31]. 

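Receptors of this family went both ways. Of 21 methyl-accepting chemotaxis proteins named in Table S3, 9 were higher, 7 were lower and 5 did not pass the test at 15 µM Cu(II) (10 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of 0.03. Dde_2857, with a Pas/Pac sensor, was the highest, at 3.77 (SE 0.38), and Dde_3561 the lowest, at −1.90 (SE 0.40). Dde_2411 had −0.23 (SE 0.19) in SP2, which was not called, and −0.65 (SE 0.19) in SP3, a call lost with scaling by library size alone, with the 6 libraries alone and without replicates 2 or 3 of 5 µM or 2 or 3 of 15 µM in turn. The list holds only genes the study called; camera gave adjusted p = 0.6, and adjusted p = 0.59 with an estimated correlation.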

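The lipid II flippase gene murJ (Dde_0543), whose product moves the cell-wall precursor across the membrane, stood at 173 ± 33.8 CPM at 0 µM and 38.0 ± 21.7 CPM at 15 µM Cu(II) (SD, n = 3 libraries). This is a log2 fold change of −2.16 (SE 0.35, adjusted p = 0.000368) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every library at 15 µM lay below every library at 0 µM.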

The most upregulated gene with 3 GO terms assigned in SP2 was Dde_0543, which codes for the lipid transporter protein-lipid II flippase (MurJ), that maintains cell shape and integrity during environmental stress [32]. 

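Dde_0992 (rodA) encodes a peptidoglycan glycosyltransferase of cell elongation, and Dde_1946 encodes undecaprenyl-diphosphatase, which recycles the lipid carrier of cell-wall precursors. At 15 µM Cu(II), Dde_0992 stood at 45.4 ± 23.7 CPM against 117 ± 16.1 at 0 µM, and Dde_1946 at 96.4 ± 13.7 against 234 ± 18.3 (SD, n = 3 libraries). The log2 fold change of Dde_0992 had SE 0.33 and adjusted p = 0.00507 in SP2, and that of Dde_1946 was −1.27 (SE 0.18, adjusted p = 0.000139), both by edgeR's quasi-likelihood test (Benjamini-Hochberg). In SP1, Dde_0992 had −0.40 (SE 0.33) and was not called. Dde_1946 had −0.54 (SE 0.18, adjusted p = 0.0489) in SP1, a call lost with every other scaling, without the filter, with DESeq2 after adjustment, with the 6 libraries alone, with a replicate block and without any 1 library but replicate 1 of 15 µM.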

Two more genes (Dde_0992 and Dde_1946) coding for peptidoglycan glycosyltransferase and undecaprenyl-diphosphatase, respectively, were assigned to 3 GO terms and are involved in cell-wall organization and peptidoglycan biosynthesis. The increased functional enrichment of genes involved in biological processes related to cell-wall maintenance highlights the importance of maintaining cell-wall integrity during heavy-metal stress in DA-G20. 

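Genes of cell division and the cell wall went both ways at 15 µM Cu(II). Of 25 such genes named in Table S3, and so called by the study, 11 were higher, 7 were lower and 7 did not pass the test (13 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of 0.65. A septum formation initiator (Dde_2072), of the machinery that divides the cell, was the highest, at 2.97 (SE 0.50) in SP2. Scaled by library size alone, 11 genes of the list were called, of which 5 were higher. By camera the list gave adjusted p = 0.39, and adjusted p = 0.58 with an estimated correlation.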

The gene with the most GO-MF terms assigned and the greatest fold change in SP1 was Dde_3105, which codes for iron-chelate-transporting ATPase (Figure 5c). This protein belongs to the class translocase and is involved in the translocation of inorganic cations. 

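Dde_3105, an iron-chelate-transporting ATPase, is part of an uptake system for iron bound to siderophores. Its level was 36.8 ± 3.15 CPM at 0 µM Cu(II), 11.8 ± 6.75 at 5 µM and 5.98 ± 0.514 at 15 µM (SD, n = 3 libraries). The gene changed by −1.48 (SE 0.39, adjusted p = 0.0178) in SP1 and −2.60 (SE 0.41, adjusted p = 0.00029) in SP2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SP1 call was lost with scaling by library size alone and without replicate 3 of 0 µM or replicates 2 or 3 of 5 µM in turn.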

In SP2, Dde_0673 (glycine betaine/L-proline ABC transporter, ATPase subunit) was the most upregulated gene with three GO-MF terms assigned. 

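Dde_0673 is the ATPase subunit of an uptake system for glycine betaine and proline, which protect cells against osmotic stress. Its level was 132 ± 21.3 CPM at 0 µM Cu(II), 55.8 ± 20.0 at 5 µM and 18.5 ± 14.7 at 15 µM (SD, n = 3 libraries). The SP2 log2 fold change was −2.75 (SE 0.47, adjusted p = 0.000565) by edgeR's quasi-likelihood test (Benjamini-Hochberg).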

In both SP1 and SP2, the most upregulated genes (Figure 5c,d) were primarily assigned to 3 GO-MF terms (ATP binding, hydrolase activity, and ATPase-coupled transmembrane transporter activity). The enrichment of these 3 GO terms indicates an enhanced need for energy in the form of ATP for the optimal functioning of enzymes involved in hydrolase and transmembrane transporter activity. Compared to SP2, the upregulation of genes associated with these 3 GO-MF enriched terms (ATP binding, hydrolase activity, and ATPase-coupled transmembrane transporter activity) was negligible (log_2_FC ≤ 1) in SP1, alluding to the fact that 15 µM Cu(II) was toxic enough to elicit metabolic responses in DA-G20 to maintain metal homeostasis. In addition, maintaining the homeostasis of transition metal ions such as Cu is essential for many physiological and biochemical processes required for bacterial metabolic activity [10]. 

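The xenobiotic-transporting ATPase gene Dde_1601 stood at 355 ± 45.6 CPM at 0 µM Cu(II), 228 ± 30.8 at 5 µM and 66.4 ± 59.9 at 15 µM (SD, n = 3 libraries). ATPases of this family export foreign compounds. On the log2 scale it changed by −2.38 (SE 0.48, adjusted p = 0.0015) in SP2 and −0.64 (SE 0.46, adjusted p = 0.309) in SP1, where it was not called, except without replicate 1 of 15 µM and with DESeq2 on the 6 libraries at an unadjusted p. The difference between 15 and 5 µM, −1.74 (SE 0.48, adjusted p = 0.0196), passed edgeR's quasi-likelihood test (Benjamini-Hochberg); it did not with scaling by library size alone or without replicate 2 of 15 µM, and without replicate 1 of 15 µM it was −2.80.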

The increase in expression of xenobiotic-transporting ATPase (Dde_1601) in SP2 (log_2_FC = 2.33) as compared to SP1 (log_2_FC = 0.52) indicates the ability of DA-G20 to maintain metal homeostasis at high Cu(II) concentration.

#### 2.3.3. Network Analysis of the DEGs and Identification of Clusters

STRING database was used to identify potential interactions between DEGs in SP1 and SP2. A protein-protein interaction (PPI) network was drawn for both SP1 and SP2, and 6 clusters of highly interconnected nodes were identified. Figure 6 shows all the significant clusters found in the PPI network analysis of samples SP1 and SP2. 

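Cluster 1 of SP1 in Table S5 matched 41 genes by name, of which 40 were higher at 5 µM Cu(II), 0 were lower and 1 did not pass the test. They include superoxide dismutase (Dde_0882), clpP (Dde_2220), the protease that degrades misfolded proteins, and the chaperone DnaK (Dde_1023). Cluster 1 of SP2 matched 61 genes, of which 58 were higher at 15 µM, 2 were lower and 1 did not pass. They are mostly ribosomal proteins, such as rplP (Dde_2250), and include tuf (Dde_2989) and trmD (Dde_1096). The median log2 fold change was 2.53 for the first cluster in SP1 and 3.31 for the other in SP2. The study built both clusters from its own called genes, so that their counts are not independent evidence of direction.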

The most significant cluster in SP1 was related to stress response and chaperone activity, whereas in SP2, the most significant cluster was related to translation, RNA metabolic process, and tRNA processing. Most of the genes in cluster 1 were downregulated in both SP1 and SP2. 

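By name, the protease subunit gene clpP (Dde_2220) of these clusters rose by 2.14 (SE 0.37) in SP1 and 3.64 (SE 0.38) in SP2 on the log2 scale. The difference between 15 and 5 µM Cu(II), 1.50 (SE 0.34, adjusted p = 0.00782), passed edgeR's quasi-likelihood test (Benjamini-Hochberg). Of 11 ATP-dependent protease genes, 9 were higher, 1 was lower and 1 did not pass the test at 15 µM (10 higher and 1 lower when adjusted over the list alone), and 7 were higher, 0 were lower and 4 did not pass at 5 µM (7 higher and 0 lower when adjusted over the list alone). The gene lower at 15 µM was lon (Dde_2444), at −0.73 (SE 0.25), a call lost with scaling by library size alone and without replicates 1 or 3 of 0 µM, 1 of 5 µM or 2 or 3 of 15 µM in turn. The list comes from the study's called genes, and camera gave adjusted p = 0.0028, and adjusted p = 0.22 with an estimated correlation in SP2.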

The second most significant cluster in SP1 was related to flagellar assembly and chemotaxis, whereas in SP2, it was related to chaperone activity and stress response. 

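Cluster 2 of SP1 matched 20 genes of Table S5, of which 19 were higher and 1 was lower at 5 µM Cu(II), with a median log2 fold change of 2.45. The gene lower was the flagellar rod protein Dde_2958, and the methyl-accepting chemotaxis receptors Dde_0347 and Dde_2857 were among those higher, at 1.48 (SE 0.37) and 2.68 (SE 0.36) in SP1; the call of Dde_0347 was lost without replicate 3 of 0 µM. Cluster 2 of SP2 matched 14 genes, of which 12 were higher and 2 were lower at 15 µM, with a median of 1.91. It holds clpS (Dde_2100), an adapter of the Clp protease, at 1.93 (SE 0.36) in SP2. Cluster 3 of SP1 held 16 higher genes of 17, and in clusters 4, 5 and 6 all 15, 8 and 8 genes were higher. The clusters were built in the study from its called genes, so that their direction is not independent evidence.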

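Chaperones and heat shock proteins, which refold or hold damaged proteins, were mostly higher with Cu(II). Of 14 such genes named in Table S3, 13 were higher, 0 were lower and 1 did not pass the test at 15 µM (13 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 2.56. At 5 µM, 10 were higher, 0 were lower and 4 did not pass the test (11 higher and 0 lower when adjusted over the list alone), with a median of 2.24. The outer membrane chaperone Skp (Dde_1371) was the highest at 15 µM, at 3.93 (SE 0.38), against 0.41 (SE 0.36) at 5 µM, where it was not called. Between 15 and 5 µM, Skp differed by 3.53 (SE 0.37, adjusted p = 6.83e-05), while the Hsp20 gene Dde_1344 had −0.92 (SE 0.36, adjusted p = 0.0752) and was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg), except without replicate 1 of 5 µM, at −1.27, and at an unadjusted p. The list was taken from genes the study called; camera gave adjusted p = 1e-05, and adjusted p = 0.22 with an estimated correlation in SP2 and adjusted p = 3.1e-07, and adjusted p = 0.13 with an estimated correlation in SP1.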

Stress-response genes in SP2 were relatively upregulated as compared to SP1. Flagellar assembly and chemotaxis were combined into a single cluster (cluster 2) in SP1, whereas in SP2 flagellar assembly and chemotaxis were assigned into two different clusters (cluster 4 and cluster 5). However, a strong interaction between cluster 4 (flagellar assembly) and cluster 5 (chemotaxis) was seen in SP2, indicating co-regulation of genes involved in both processes. 

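In SP2, cluster 4 of Table S5 matched 12 genes, of which 9 were higher and 3 were lower at 15 µM Cu(II), with a median log2 fold change of 2.14. All 8 genes matched in cluster 5 were higher, with a median of 2.43. Cluster 3 divided evenly, with 9 higher and 9 lower of 18 genes, and cluster 6 held 4 higher and 2 lower of 6. The study formed these clusters from its called genes, which makes the counts no independent evidence of direction.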

In SP1, the strongest inter-cluster correlation was between cluster 1 and cluster 4, indicating the impact of Cu(II) stress on the expression of the iron-sulfur binding domain-containing proteins. A strong correlation between cluster 4 and cluster 3 was also observed in SP2, demonstrating the impact of signal transduction genes on chemotaxis during Cu(II) stress. Individual StringDB score for every interaction in all the clusters in both SP1 and SP2 is given in Table S5.

#### 2.3.4. Metabolomic Profile of Control and Test Samples

Targeted metabolomics analysis was carried out for all the samples (0 µM, 5 µM, and 15 µM Cu(II)). In total, 165 different intracellular and extracellular metabolites were identified in all the samples. Of these 165 metabolites, organic acids constituted 39.3% of the compounds, and amino acids constituted 20.6% of the compounds. The rest of the metabolites constituted nucleotides, alcohols, amines, and lipids. The intracellular metabolite with the highest concentration in media spiked with 5 µM and 15 µM Cu(II) was palmitic acid. Compared to control, the relative concentration of palmitic acid increased by approximately 7-fold and 3-fold in 5 µM and 15 µM Cu(II), respectively. In the extracellular environment, the metabolite with highest concentration was lactic acid, whose relative concentration increased by approximately 193-fold in 5 µM Cu(II) and 522-fold in 15 µM Cu(II). The increase in the concentration of lactic acid suggests that DA-G20 could not oxidize lactate in the presence of Cu(II) ions. 

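D-lactate dehydrogenase Dde_3239 oxidizes lactate, the electron donor, to pyruvate. Its level was 79.3 ± 34.5 CPM at 0 µM Cu(II), 144 ± 19.0 at 5 µM and 791 ± 134 at 15 µM (SD, n = 3 libraries). The log2 fold change was 3.29 (SE 0.30, adjusted p = 5.86e-06) in SP2 by edgeR's quasi-likelihood test (Benjamini-Hochberg) and 0.83 (SE 0.29) in SP1, where it was not called; it was with DESeq2 after adjustment, at 0.87, with the 6 libraries alone, with a replicate block, at an unadjusted p and without replicate 3 of 0 µM, 1 of 5 µM or 1 or 3 of 15 µM in turn. Of 11 genes of lactate and pyruvate oxidation named in Table S3, 8 were higher and 3 were lower at 15 µM (8 higher and 3 lower when adjusted over the list alone). Pyruvate:ferredoxin oxidoreductase (nifJ, Dde_3237), which oxidizes pyruvate to acetyl-CoA, was the highest, at 4.74 (SE 0.52) against 3.41 (SE 0.49) in SP1. Another D-lactate dehydrogenase gene, Dde_0182, was the lowest, with SE 0.35; its call was lost with scaling by library size alone and without replicate 2 of 0 µM or replicate 3 of 15 µM. The list comes from the study's called genes, and camera gave adjusted p = 0.02, and adjusted p = 0.22 with an estimated correlation.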

Reduced lactate oxidation was also evident from downregulation (log_2_FC = −3.26) of lactate dehydrogenase (Dde_3239) in 15 µM Cu(II). An increase in concentration of some specific amino acids was also observed in 5 µM and 15 µM Cu(II) as compared to control. For example, in the extracellular environment, the amino acid with the highest concentration in 15 µM Cu(II) was pyroglutamic acid, while the intracellular amino acid with the highest concentration was alanine. However, the most interesting observation was the presence of ascorbic acid due to its involvement in the reduction of Cu(II) to Cu(I). The relative concentration of ascorbic acid increased with an increase in the concentration of Cu(II). Ascorbic acid was approximately 8-fold more in the presence of 15 µM Cu(II) as compared to control. Table S6 shows the concentration of all intracellular and extracellular metabolites observed in the presence of 0 µM, 5 µM, and 15 µM Cu(II).

## 3. Discussion

Bacteria rapidly evolve countermeasures to resist heavy-metal stress through changes in gene expression and synthesis of specific molecules that alleviate toxicity [33,34]. While numerous studies have been conducted on understanding gene-level mechanisms towards heavy-metal stress in other bacteria, this study focused on a specific SRB (DA-G20). SRB are a diverse group of anaerobic bacteria that play an important role in the global cycling of carbon and sulfur [35]. In this study, RNA-Seq and metabolomics analysis was used to investigate the effect of Cu(II) stress on DA-G20 growth and differential gene expression. The key finding of this study is the establishment of transcriptional and metabolite alteration that occurs in DA-G20 in response to Cu(II) stress and the survival strategies used by DA-G20 in the presence of Cu ions. The findings indicated that several Cu-related stress effects in DA-G20 were comparable to the effects of other heavy-metal associated oxidative stress in many other groups of Gram-negative bacteria [36,37,38,39]. However, there were some unique effects that were not reported in previous studies conducted on heavy metals. For instance, the upregulation of ApbE family lipoprotein (log_2_FC = 3.95) and modulation of methylation were not reported in past studies. DGE analysis showed that as compared to 5 µM Cu(II), media spiked with 15 µM Cu(II) had more DEGs. This indicates the ability of DA-G20 to adapt to increasing Cu(II) concentration by regulating gene expression. The data also revealed some uncharacterized DEGs that were significantly regulated in both SP1 and SP2. These uncharacterized proteins need to be classified as they probably play important roles in Cu stress tolerance in DA-G20. Some of the common transcriptional changes induced by Cu(II) ions are discussed in the following sections.

### 3.1. Downregulation of Translation Machinery

Most of the cellular ATP is used in the synthesis of proteins to carry out various biological processes and molecular functions [40]. 

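Elongation factor Tu (tuf, Dde_2989) stood at 156 ± 1.91 CPM at 0 µM Cu(II), 368 ± 42.9 at 5 µM and 3557 ± 213 at 15 µM (SD, n = 3 libraries). Its SP1 log2 fold change was 1.24 (SE 0.30). Elongation factor G (fusA, Dde_2261), which moves the ribosome along the mRNA, rose by 4.09 (SE 0.34) in SP2 and had 0.82 (SE 0.31) in SP1, where it was not called; it was with DESeq2 after adjustment, at an unadjusted p, with the 6 libraries alone and without replicate 2 of 5 µM or 1 of 15 µM. The gene was picked after its values were seen. Both differed between 15 and 5 µM by edgeR's quasi-likelihood test, with adjusted p = 4.23e-05 and 4.81e-05 (Benjamini-Hochberg). The SP1 call of tuf was lost without replicate 2 of 0 µM and without replicate 3 of 5 µM.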

The total downregulation of translation machinery in both SP1 and SP2 indicates that DA-G20 is saving most energy for stress response rather than translation. The same method of energy conservation was observed in previous studies conducted on other heavy metals. For instance, Joudeh et al. [36] reported that in the presence of palladium (1 mM), there was complete downregulation of translation apparatus, including the expression of r-proteins and tRNA processing genes in *E. coli* K-12. Similarly, translation arrest and energy conservation were also reported in the presence of other heavy metals such as cadmium [41], nickel [42], and silver [43]. 

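The ribosomal protein L16 gene rplP (Dde_2250) was the highest of the ribosomal protein genes at 15 µM Cu(II), at 5.33 (SE 0.35) on the log2 scale, against 1.33 (SE 0.36) at 5 µM. That of S19, rpsS (Dde_2253), was the lowest, at 0.85 (SE 0.22) at 15 µM against −0.49 (SE 0.23) at 5 µM, where it was not called. The L23 gene rplW (Dde_2255) rose by 4.71 (SE 0.23) at 15 µM and had 0.63 (SE 0.23) at 5 µM, which passed the test only at an unadjusted p and without replicate 1 or 3 of 15 µM. The SP1 call of rplP was lost without replicate 3 of 0 µM or replicate 3 of 5 µM, and the SP2 call of rpsS with scaling by library size alone. By edgeR's quasi-likelihood test, rplP had adjusted p = 8.7e-07, rpsS 0.00583 and rplW 5.23e-07 in SP2 (Benjamini-Hochberg).

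**Figure D2:**
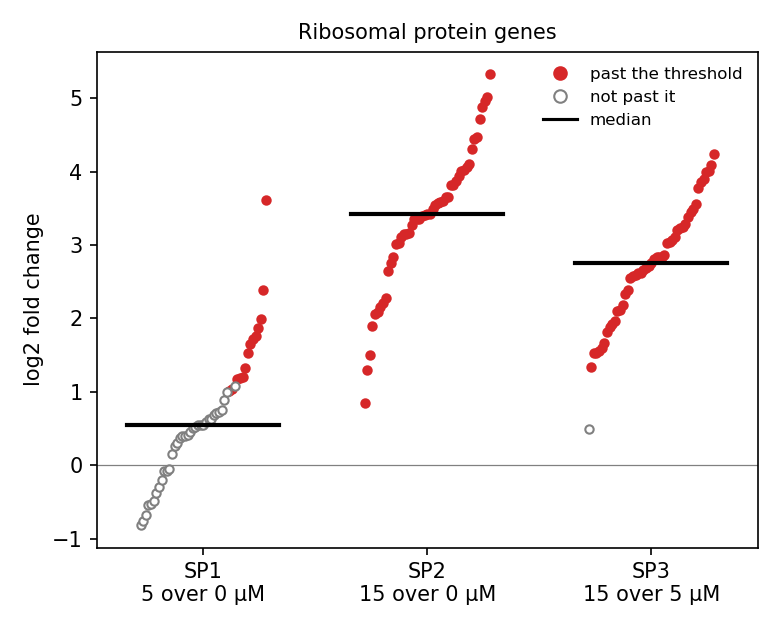
Log2 fold change (linear axis) of each of 49 ribosomal protein genes named in Table S3 in SP1, SP2 and SP3, with filled points past the threshold, open points not past it and a bar at the median. All 49 lie above 0 in SP2, 14 pass in SP1 and 48 pass in SP3.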

Most of the downregulated genes in translation encode for 30S and 50S ribosomal protein in both SP1 (92.5% downregulated) and SP2 (96.3% downregulated). The small subunit (30S) decodes genetic information delivered by mRNA, whereas the larger subunit (50S) synthesizes polypeptides from amino acids delivered by tRNAs [44]. This further corroborates that in the presence of Cu ions, DA-G20 cells save energy at the expense of translation. 

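Compared directly, 48 of 49 ribosomal protein genes had more transcript at 15 than at 5 µM Cu(II), 0 had less and 1 did not pass the test (48 higher and 0 lower when adjusted over the list alone). On the log2 scale the median between the concentrations was 2.75. Growth was also slower at 15 than at 5 µM according to the paper, which cannot be separated from the concentration. The largest steps were those of rplA (Dde_2993), at 4.24 (SE 0.69), rplW (Dde_2255), at 4.09 (SE 0.22), and rplP (Dde_2250), at 4.00 (SE 0.32); without replicate 1 of 15 µM that of rplA was 2.80. The genes were named from the study's calls, and camera gave adjusted p = 4.2e-31, and adjusted p = 0.17 with an estimated correlation in SP3.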

Translation was more suppressed in the presence of 15 µM Cu (z-score = −7.07) than in the presence of 5 µM Cu (z-score = −4.81), possibly due to more oxidative stress in SP2 (Table 2).

### 3.2. Modulation in Transporter Related Activity

Transporters are essential for bacterial survival and growth as they are not only involved in the uptake of nutrients but also participate in defense mechanisms against environmental stress [45]. 

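Genes listed as amino acid and betaine transporters, which bring in osmolytes and nutrients, were mostly lower at 15 µM Cu(II). The words that drew this list did not require ABC in the name, so that it may hold transporters of other families. Of 17 such genes named in Table S3, and so called by the study, 3 were higher, 14 were lower and 0 did not pass the test (3 higher and 14 lower when adjusted over the list alone), with a median log2 fold change of −1.27. The highest was Dde_1615, an amino acid transporter of the AAT family, at 2.89 (SE 0.29) in SP2, and the lowest was the betaine transporter ATPase Dde_0673. By camera the list gave adjusted p = 0.02, and adjusted p = 0.32 with an estimated correlation.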

The most upregulated family of transporters in both SP1 and SP2 belonged to the ATP-Binding Cassette (ABC) superfamily of transporters. ABC is the largest protein transporter superfamily, and it consists of several proteins that are capable of transporting various inorganic and organic solutes across membranes [46,47]. 

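The membrane subunit Dde_0611 of a branched-chain amino acid ABC transporter stood at 250 ± 42.0 CPM at 0 µM Cu(II), 94.5 ± 17.8 at 5 µM and 35.5 ± 29.1 at 15 µM (SD, n = 3 libraries). The gene changed by −2.75 (SE 0.44, adjusted p = 0.000336) in SP2 and −1.39 (SE 0.42, adjusted p = 0.0334) in SP1, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SP1 call was lost with scaling by library size alone and without any 1 of the 6 libraries of that comparison.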

The most upregulated ABC type transporter in SP2 was Dde_0611 (branched-chain amino acid transport system permease protein (LivH)). In addition, other ABC-type amino acid transporters (Dde_0673, Dde_3743, Dde_1430) were also upregulated in SP2. These genes code for glycine/betaine/L-proline ABC transporter (Dde_0673) and polar amino acid ABC transporter (Dde_3743 and Dde_1430). 

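At 15 µM Cu(II), the polar amino acid transporter subunits Dde_3743 and Dde_1430 had 16.0 ± 5.35 and 8.56 ± 7.01 CPM, against 91.7 ± 16.8 and 38.6 ± 4.08 CPM at 0 µM (SD, n = 3 libraries). These are log2 fold changes of −2.49 (SE 0.37, adjusted p = 0.000188) and −2.06 (SE 0.49, adjusted p = 0.00391) by edgeR's quasi-likelihood test (Benjamini-Hochberg). In SP3, Dde_3743 had −0.88 (SE 0.40) and Dde_1430 had −1.20 (SE 0.52), and neither was called; both were at an unadjusted p, and Dde_1430, at −2.17, without replicate 1 of 15 µM.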

The same amino acid ABC transporters (except Dde_1430) were also upregulated in SP1. 

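At 5 µM Cu(II), the log2 fold change was −1.61 (SE 0.36, adjusted p = 0.00714) for Dde_3743, which was called by edgeR's quasi-likelihood test (Benjamini-Hochberg). The betaine transporter ATPase Dde_0673 had −1.19 (SE 0.45, adjusted p = 0.074) and the amino acid transporter subunit Dde_1430 −0.86 (SE 0.47, adjusted p = 0.194), and both missed the threshold of the same test. Dde_0673 passed with DESeq2 after adjustment, at −1.19, with the 6 libraries of the comparison alone, with a replicate block and without replicate 1 or 3 of 15 µM.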

The overexpression of ABC-type amino acid transporters suggests an osmotic upshift in the presence of Cu ions. 

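Between 5 and 15 µM Cu(II), the betaine transporter ATPase gene Dde_0673 changed by −1.55 (SE 0.49, adjusted p = 0.0339) on the log2 scale, by edgeR's quasi-likelihood test (Benjamini-Hochberg). This call was lost with scaling by library size alone, with the 6 libraries alone and without replicates 1 or 2 of 0 µM, 1 or 3 of 5 µM or 2 of 15 µM in turn, and without replicate 1 of 15 µM the value was −2.41. A betaine and choline transporter gene of the microcompartment list, Dde_3305, stood at 360 ± 61.2 CPM at 0 µM, 247 ± 63.2 at 5 µM and 140 ± 62.0 at 15 µM (SD, n = 3 libraries), with −1.36 (SE 0.30) in SP2, where it was called.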

Betaine and proline are osmotolerant molecules, and the upregulation of Dde_0673 (Glycine betaine/L-proline ABC transporter, ATPase subunit) could be one of the mechanisms of Cu stress regulation and maintenance of osmotic balance in DA-G20 [48,49]. The overexpression of these amino acid transporters may possibly help the cell to reverse the osmotic shrinkage of the cell and maintain cellular integrity [50]. However, certain ABC-type transporters (tungstate and molybdenum ABC transporter) were downregulated in both SP1 and SP2. 

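All 4 genes of molybdate and tungstate transport named in Table S3 had more transcript with Cu(II) at both concentrations (also 4 when adjusted over the list alone in each). The molybdate-binding protein gene modA (Dde_3518) rose by 3.38 (SE 0.27) in SP1 and 3.08 (SE 0.26) in SP2, the permease modB (Dde_3519) by 1.94 (SE 0.24) and 1.85 (SE 0.23), and the ATPase Dde_3520 by 0.97 (SE 0.19) and 1.24 (SE 0.19). A further modA gene (Dde_0155) rose by 1.65 (SE 0.29) and 0.85 (SE 0.28); its SP2 call was lost with scaling by library size alone and without replicates 1 or 2 of 0 µM in turn. The median log2 fold change was 1.79 in SP1 and 1.55 in SP2. The study had called these genes, so that their direction is not independent evidence, and camera gave adjusted p = 0.00087, and adjusted p = 0.13 with an estimated correlation in SP1 and adjusted p = 0.021, and adjusted p = 0.22 with an estimated correlation in SP2.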

The downregulation of tungstate and molybdenum ABC transporter was probably due to the downregulation of genes coding for proteins that require molybdenum and tungstate as co-factors. 

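Feo proteins take up ferrous iron. Of 5 such genes named in Table S3, 4 were higher and 1 was lower at 15 µM Cu(II) (4 higher and 1 lower when adjusted over the list alone), and 2 were higher, 1 was lower and 2 did not pass the test at 5 µM (3 higher and 1 lower when adjusted over the list alone). The feoA gene Dde_2670 rose most, by 4.22 (SE 0.34) and 4.46 (SE 0.34) in SP1 and SP2. Another feoA gene (Dde_2673) rose by 1.62 (SE 0.25) and 0.96 (SE 0.24), and the feoB gene Dde_2669 had 0.76 (SE 0.30), not called but with DESeq2, at an unadjusted p and with the 6 libraries alone, and 1.28 (SE 0.30), called. The other feoB gene, Dde_1598, had −1.21 (SE 0.42) in SP2, a call lost with scaling by library size alone and without replicates 1 or 3 of 0 µM or 2 or 3 of 15 µM in turn, and −0.24 (SE 0.41) in SP1, not called but, at −0.90, without replicate 1 of 5 µM. The FeoA-family gene Dde_0496 went both ways, at −0.65 (SE 0.22) in SP1, a call lost with every other scaling, without the filter, with DESeq2 after adjustment, with the 6 libraries alone, with a replicate block and without any 1 library but replicate 1 of 0 µM or of 15 µM, and 0.97 (SE 0.20) in SP2. In edgeR's quasi-likelihood test the difference of Dde_0496 between 15 and 5 µM had adjusted p = 0.000257 (Benjamini-Hochberg). The list comes from the study's calls; camera gave adjusted p = 0.083, and adjusted p = 0.25 with an estimated correlation in SP2.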

Interestingly, all ferrous iron (Fe(II)) transporter systems were downregulated in both SP1 and SP2. This clearly implies the disruption in Fe homeostasis in the presence of Cu and indicates that these systems could be more directly involved in Cu transport to the cell. The same downregulation trend was observed for Fe transporters in studies on other heavy-metal stress, including palladium [36], cobalt [51], mercury [52], and nickel [42].

In addition to ABC type transporters, transporters belonging to the resistance-nodulation-cell division (RND)superfamily and heavy-metal translocating P-type ATPases were also modulated in both SP1 and SP2. ATPase-coupled transmembrane transporter proteins such as ATP-binding cassette (ABC) transporters and P-type ATPases regulate the rate and mechanism of metal uptake and efflux [53]. The RND superfamily consists of seven protein families that are involved in the transport of heavy metals and hydrophobic compounds [54]. 

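The resistance-nodulation-division (RND) efflux genes, whose products export metals and drugs across both membranes, went both ways. At 15 µM Cu(II), 5 of 9 such genes of Table S3 were higher and 4 were lower (5 higher and 4 lower when adjusted over the list alone). At 5 µM, 4 were higher, 1 was lower and 4 did not pass the test (4 higher and 2 lower when adjusted over the list alone). The outer membrane lipoprotein Dde_0400, of the NodT family, was the highest in SP2, at 3.43 (SE 0.21), had 1.02 (SE 0.20) in SP1 and rose again between 5 and 15 µM (2.41 (SE 0.20, adjusted p = 1.77e-05), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The acriflavin resistance protein Dde_2381 was the lowest in SP2, at −1.28 (SE 0.35) (−0.80 without replicate 3 of 15 µM), and had −0.75 (SE 0.35) in SP1, where it was called only with DESeq2 at an unadjusted p and with the 6 libraries alone. The genes were called by the study, and camera gave adjusted p = 0.39, and adjusted p = 0.53 with an estimated correlation in SP2. Of the SP1 calls, 2 were left with scaling by library size alone and without replicate 3 of 0 µM, and 3 without replicate 1 of 0 µM.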

In this study, the RND efflux system genes were downregulated in both SP1 and SP2. Similarly, the heavy-metal translocating P-type ATPase genes were also downregulated. This observation is counterintuitive to results obtained on other heavy metals (cadmium and zinc) where the heavy-metal translocating P-type ATPases and heavy-metal RND genes were upregulated [55,56]. 

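P-type ATPases pump metal ions out of the cytoplasm at the cost of ATP. At 15 µM Cu(II), 3 of 4 such genes of Table S3 were higher, 0 were lower and 1 did not pass the test (3 higher and 0 lower when adjusted over the list alone). Dde_0489 rose from 111 ± 5.54 CPM at 0 µM to 830 ± 232 at 15 µM (SD, n = 3 libraries) and had 113 ± 39.0 CPM at 5 µM, with 2.90 (SE 0.29, adjusted p = 1.01e-05) in SP2 by edgeR's quasi-likelihood test (Benjamini-Hochberg). Dde_0495 had −0.57 (SE 0.28), not called, in SP1 and 1.42 (SE 0.28) in SP2, and Dde_1893 rose by 0.86 (SE 0.23) and 1.26 (SE 0.23), its SP1 call being lost with scaling by library size alone and without replicates 1 or 2 of 0 µM or 3 of 5 µM in turn. The copper-translocating ATPase Dde_1313 had 2.38 (SE 0.66) in SP1, which was 1.02 and not called without replicate 2 of 5 µM and was not called with a replicate block or without any 1 library of 0 µM, and 0.94 (SE 0.64) in SP2, where it was not called, except with the 6 libraries alone and without replicate 2 of 5 µM. Of 7 genes for copper and heavy metals, 4 were higher, 0 were lower and 3 did not pass the test at 15 µM (4 higher and 0 lower when adjusted over the list alone) and 3 were higher, 0 were lower and 4 did not pass the test at 5 µM (4 higher and 0 lower when adjusted over the list alone); the heavy metal-binding protein Dde_2375 rose by 1.74 (SE 0.36) and 2.31 (SE 0.35). Among those that did not pass were the detoxification protein Dde_1312, at 1.48 (SE 0.54) and 1.25 (SE 0.54), and the lipoprotein NlpE (Dde_3563), at 0.48 (SE 0.21) and 0.09 (SE 0.20); Dde_1312 was called in both comparisons with DESeq2 after adjustment (adjusted p = 0.0015 and 0.0037), with scaling by library size alone, at an unadjusted p and without replicate 1 of 5 µM or 1 of 15 µM, and Dde_3563 in SP1 with the 6 libraries alone and with edgeR at an unadjusted p. Both lists hold genes that the study called; in SP2 camera gave adjusted p = 0.037, and adjusted p = 0.22 with an estimated correlation for the ATPases (0.062 at the preset correlation without replicate 1 of 15 µM), and adjusted p = 0.015, and adjusted p = 0.22 with an estimated correlation for the metal genes.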

The downregulation of heavy-metal transporting ATPase was probably to maintain cellular homeostasis of Cu ions. One more plausible reason for this might be that metal ions antagonize metal uptake by inappropriately signaling sufficiency to transporters that are regulated allosterically [57]. A more detailed time-point study is required to elucidate temporal changes in the expression of these proteins. A previous study on Cu toxicity assessment in *P. aeruginosa* Q9I147 observed that when bacterial cells attained an optimum level of intracellular Cu ions required for metabolic needs, the heavy-metal transporting ATPase was downregulated [58]. The downregulation of the RND efflux system in DA-G20 shows that it is probably highly sensitive to Cu ions. Similar results were observed for the RND efflux system, where its expression was induced in the presence of cadmium or zinc but not in the presence of cobalt [56]. However, for certain bacteria, Cu enters the cell via passive diffusion along its chemical gradient [1]. There is a possibility that Cu ions enter DA-G20 through passive diffusion since most of the heavy-metal translocating ATPases are downregulated.

### 3.3. Regulation of Oxidative Stress Response

The results suggest an upregulation in the signal transduction pathways in SP2 as compared to SP1. 

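Two-component systems pair a sensor kinase with a response regulator. Of 77 such genes named in Table S3, 27 were higher, 36 were lower and 14 did not pass the test at 15 µM Cu(II) (28 higher and 37 lower when adjusted over the list alone), with a median log2 fold change of −0.67. The response regulator Dde_0221 was the highest, rising from 6.43 ± 4.73 CPM at 0 µM to 351 ± 48.1 at 15 µM (SD, n = 3 libraries), and the histidine kinase Dde_0696 was the lowest, at −2.35 (SE 0.45). The list holds only genes called by the study, and the mean of its log2 fold changes was −0.09. By camera it gave adjusted p = 0.33, and adjusted p = 0.58 with an estimated correlation. For single genes, SP3 tests the difference between the concentrations: Dde_0221 had 0.37 (SE 0.26, adjusted p = 0.288) and was not called, and Dde_0696 had −1.59 (SE 0.46, adjusted p = 0.0241) and was, by edgeR's quasi-likelihood test (Benjamini-Hochberg). The call of Dde_0696 was lost with scaling by library size alone, with the 6 libraries alone and without replicate 2 of 5 µM or 2 of 15 µM, and without replicate 1 of 15 µM its value was −2.43.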

The upregulation in signal transduction pathways might be due to increased oxidative stress in DA-G20 in the presence of high Cu(II) concentration. Metal-induced oxidative stress changes the redox state of the bacterial cell and impacts their ability to self-oxidation [36]. Generally, the reactive intermediates (mainly radicals) react with oxygen to form reactive oxygen species (ROS) such as superoxide anion (O_2_^−^) and hydrogen peroxide (H_2_O_2_) [59]. However, ROS may also be generated by autooxidation of dehydrogenases, thiols, flavins, and oxidases [60]. ROS disrupts normal cellular function as they are implicated in severe damage to nucleic acids, lipids, and proteins [61]. In this study, upregulation in signal transduction pathways at high Cu(II) concentration was observed. Upregulation in signaling pathways was also observed in a study on the assessment of palladium toxicity in *E. coli* [36]. Apart from modulating the expression of signaling pathways, cytosolic buffering is another process through which bacteria limit oxidative damage caused by the sudden influx of metal ions [62]. In general, the cellular metal buffering system consists of small molecules (amino acids, glutathione, organic acids, inorganic ligands and weak ligands) on the surface of specific buffering proteins and a subset of delivery proteins [57]. GC-MS metabolite analysis showed increased concentration of some specific organic acids (2-Keto-L-gluconic acid, citric acid, glyceric acid, lactic acid, 2-methyl-2,3-dihydroxy propanoic acid, succinic acid, stearic acid) in the supernatant. The increased concentration of these organic acids in 15 µM Cu(II) implies inhibition in metabolization of these acids. The increased concentration of organic acids also indicates that they might play a role in the cellular metal buffering system. However, specific components of cellular metal buffering are starting to be elucidated and more research on the role of organic acids in cellular metal buffering is required. In addition to organic acids, bacteria use specific amino acids to prevent oxidative stress through cellular metal buffering [57]. The relative concentration of methionine significantly increased in the presence of 5 µM Cu(II) and 15 µM Cu(II). Methionine is a sulfur-containing amino acid that forms the metal binding motif of many proteins and is involved in Cu(II) ion binding [63]. Many upregulated genes (including uncharacterized) in this study might code for proteins that have a methionine-rich motif and could be involved in Cu(II) ion binding. Similarly, a very high concentration of glycine, leucine, and isoleucine in the presence of 15 µM Cu(II) indicates upregulation of specific amino acid biosynthetic pathways during Cu(II) stress. However, in contrast to other studies, certain enzymes involved in removal of superoxide radicals were downregulated at high Cu(II) concentration (SP2). For example, superoxide dismutase (Dde_0882), thiol peroxidase (Dde_2313), and thioredoxin peroxidase were downregulated in the presence of 15 µM Cu(II). 

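Genes listed as oxidative stress defence, which include a thioredoxin-domain protein besides enzymes that remove superoxide and peroxides, were mostly higher with Cu(II). At 15 µM, of 17 such genes named in Table S3, 11 were higher, 2 were lower and 4 did not pass the test (12 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 2.08. At 5 µM, 11 were higher, 0 were lower and 6 did not pass the test (11 higher and 0 lower when adjusted over the list alone), with a median of 1.73. The lowest in SP2 was the thioredoxin-domain protein Dde_1202, at −2.47 (SE 0.59), with −0.99 (SE 0.55) in SP1, where it was not called. Since the names come from genes the study called, the counts are not independent evidence of direction. Camera gave adjusted p = 0.0004, and adjusted p = 0.22 with an estimated correlation in SP2 and adjusted p = 3.1e-07, and adjusted p = 0.13 with an estimated correlation in SP1.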

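Superoxide dismutase (Dde_0882), which converts superoxide to hydrogen peroxide, rose from 22.7 ± 5.01 CPM at 0 µM Cu(II) to 175 ± 40.5 at 5 µM and 113 ± 36.2 at 15 µM (SD, n = 3 libraries). On the log2 scale it rose by 2.91 (SE 0.33, adjusted p = 5.86e-05) in SP1 and 2.29 (SE 0.33, adjusted p = 0.000157) in SP2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Thiol peroxidase (tpx, Dde_2313) stood at 43.4 ± 9.54, 515 ± 102 and 1072 ± 173 CPM, with 3.57 (SE 0.29) in SP1 and 4.62 (SE 0.30, adjusted p = 8.7e-07) in SP2 from the same test. Thioredoxin peroxidase (Dde_2560), which reduces peroxides with thioredoxin, stood at 61.8 ± 22.9, 1716 ± 385 and 2418 ± 738 CPM, with 4.80 (SE 0.46) and 5.30 (SE 0.47). Between 15 and 5 µM, tpx rose again (log2 fold change of 1.05 (SE 0.26, adjusted p = 0.0113); not called with scaling by library size alone), while superoxide dismutase had −0.62 (SE 0.29) and Dde_2560 0.49 (SE 0.39), and neither was called.

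**Figure D3:**
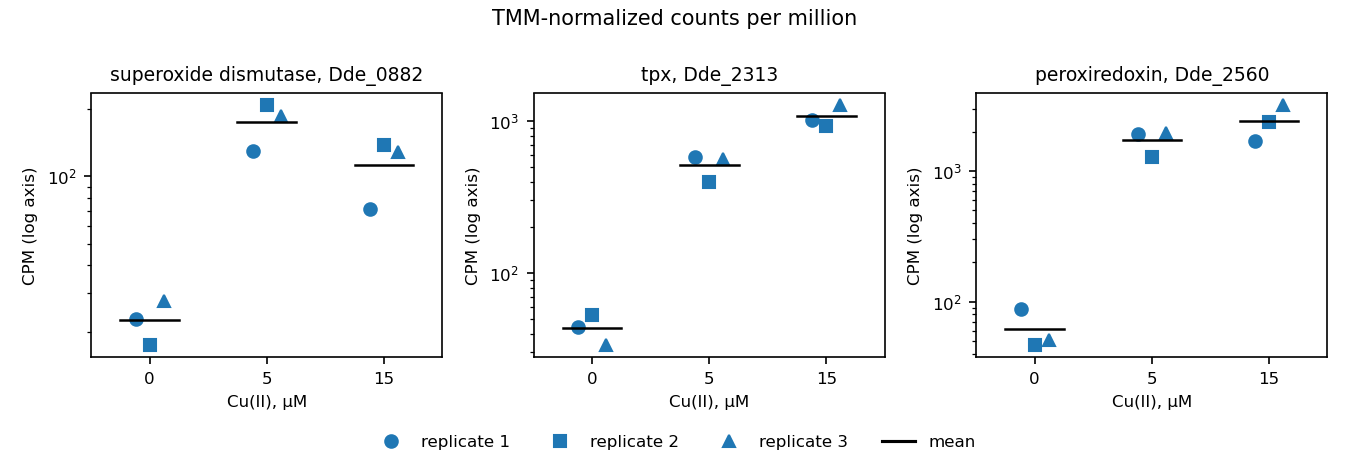
TMM-normalized CPM (log axis) of superoxide dismutase, tpx and thioredoxin peroxidase at 0, 5 and 15 µM Cu(II), with 1 symbol per replicate and a bar at the mean of 3 libraries. In all 3 genes, every library with Cu(II) lies above every library at 0 µM.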

The genes coding for these enzymes were upregulated in studies on other heavy metals such as palladium and zinc [36,64]. These counterintuitive results suggests that DA-G20 might be using a completely different mechanism to counteract Cu(II) induced oxidative stress, and more research is required to elucidate the oxidative stress-tolerance mechanism in DA-G20. A starting point for deciphering the stress-response mechanism could be to check the activity of hydrolases. Hydrolase activity was significantly upregulated in the presence of 15 µM Cu(II) as compared to 5 µM Cu(II). Studies have reported increased hydrolase activity and more integrated action of hydrolases during heavy-metal stress [65,66,67]. The upregulation in hydrolase activity in this study warrants more investigation into the role of hydrolases during Cu toxicity in DA-G20.

### 3.4. Impact on Chemotaxis and Signal Transduction System

Chemotaxis is a process by which microorganisms sense and respond to changes in their environment through regulation in gene expression and/or active movement towards or away from a stimulus [68]. Bacterial chemotaxis involves chemosensory pathways, which are part of the two-component system (TCS) pathway signal transduction system [33]. In bacteria, the chemotaxis system consists of methyl-accepting chemotaxis proteins (MCPs), cytosolic chemotaxis proteins (Che proteins), and flagella. In this study, many genes coding for Che proteins (*cheD*, *cheW*, *cheC*, *cheZ*) involved in the regulation of the signal transduction system were downregulated in both SP1 and SP2. However, the signal transduction pathways were comparatively more upregulated in SP2 as compared to SP1 (Table 2). 

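Matched by name, the cheW genes Dde_2040 and Dde_0575, whose products couple receptors to the kinase CheA, rose by 1.85 (SE 0.22) and 1.37 (SE 0.33) in SP1 and by 2.11 (SE 0.22) and 1.78 (SE 0.32) in SP2 on the log2 scale. The cheC gene Dde_0281, a phosphatase of CheY, rose by 1.62 (SE 0.24) and 1.80 (SE 0.24), while the other, Dde_1196, had −0.90 (SE 0.30) in SP1, which was called, and −0.55 (SE 0.28) in SP2, which was not; the SP1 call was lost with every other scaling, with DESeq2 after adjustment, with the 6 libraries alone, with a replicate block and without any 1 library but replicate 1 of 0 µM or of 15 µM, and that of Dde_0575 with scaling by library size alone. The cheZ gene Dde_2148 had −0.72 (SE 0.38) in SP1, not called, and 1.01 (SE 0.36) in SP2, called, and differed between 15 and 5 µM Cu(II) by 1.72 (SE 0.38, adjusted p = 0.0062) in edgeR's quasi-likelihood test (Benjamini-Hochberg). Its SP2 call was lost with scaling by library size alone and without replicates 2 or 3 of 0 µM or 2 of 15 µM in turn. These genes were taken because the paper names their proteins, after their values were seen.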

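Within the receptors that feed these pathways, Dde_2857 stood at 260 ± 22.3 CPM at 0 µM Cu(II), 1664 ± 310 at 5 µM and 3548 ± 86.0 at 15 µM (SD, n = 3 libraries), and Dde_3561 at 557 ± 110, 294 ± 61.4 and 148 ± 97.9. Between 15 and 5 µM, the receptor gene Dde_2857 rose by 1.09 (SE 0.34, adjusted p = 0.0341) on the log2 scale, and Dde_3561 had −0.98 (SE 0.39, adjusted p = 0.0795) and was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg), but was with DESeq2, with a replicate block, at an unadjusted p and, at −1.66, without replicate 1 of 15 µM. The receptor gene Dde_0347 rose as well, by 1.24 (SE 0.36, adjusted p = 0.0255). The calls of both Dde_2857 and Dde_0347 in SP3 were lost with scaling by library size alone, with the 6 libraries alone and without replicate 2 or 3 of 5 µM, that of Dde_2857 without most other libraries too, and without replicate 1 of 15 µM the value of Dde_0347 was 0.65.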

In SP1, Dde_2411 and Dde_0703 were assigned the most GO-BP terms (Figure 5). Dde_2411 and Dde_0703 code for proteins that are involved in monitoring cation accumulation and regulating the expression of related metabolic responses to changes in the concentration of heavy-metal ions [69]. Chemotaxis-related proteins also regulate bacterial motility by regulating flagella behavior. The expression of flagella is regulated by the gradient of attractant or repellant substrate. When the cells sense an increase in concentration of attractants, the expression of flagella increases, and bacteria swim for longer times, whereas when they sense more repellants, the expression of flagella decreases [70]. Many flagella-related proteins were downregulated in both SP1 and SP2, indicating that Cu(II) acts as a heavy-metal repellant in DA-G20. 

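The flagellum is the motor and filament for swimming. Of 29 such genes named in Table S3, 20 were higher, 1 was lower and 8 did not pass the test at 5 µM (23 higher and 1 lower when adjusted over the list alone). At 15 µM, 17 were higher, 2 were lower and 10 did not pass the test (17 higher and 2 lower when adjusted over the list alone). Compared directly, 16 were lower and 3 higher at 15 than at 5 µM, and 10 did not pass (3 higher and 17 lower when adjusted over the list alone). The median log2 fold change was 1.31 in SP1, 1.01 in SP2 and −0.80 in SP3. The rod gene flgB (Dde_0356) stood at 32.5 ± 5.97 CPM at 0 µM, 1356 ± 638 at 5 µM and 382 ± 12.7 at 15 µM (SD, n = 3 libraries), and the rod protein gene Dde_2958 at 539 ± 160, 86.0 ± 48.7 and 59.4 ± 10.1. The study had called these genes; camera gave adjusted p = 7.6e-09, and adjusted p = 0.33 with an estimated correlation in SP1, adjusted p = 0.012, and adjusted p = 0.52 with an estimated correlation in SP2 and adjusted p = 7.3e-05, and adjusted p = 0.57 with an estimated correlation in SP3. In SP3, 12 genes of the list were called with scaling by library size alone or without replicate 2 or replicate 3 of 5 µM, and 11 without replicate 2 of 15 µM.

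**Figure D4:**
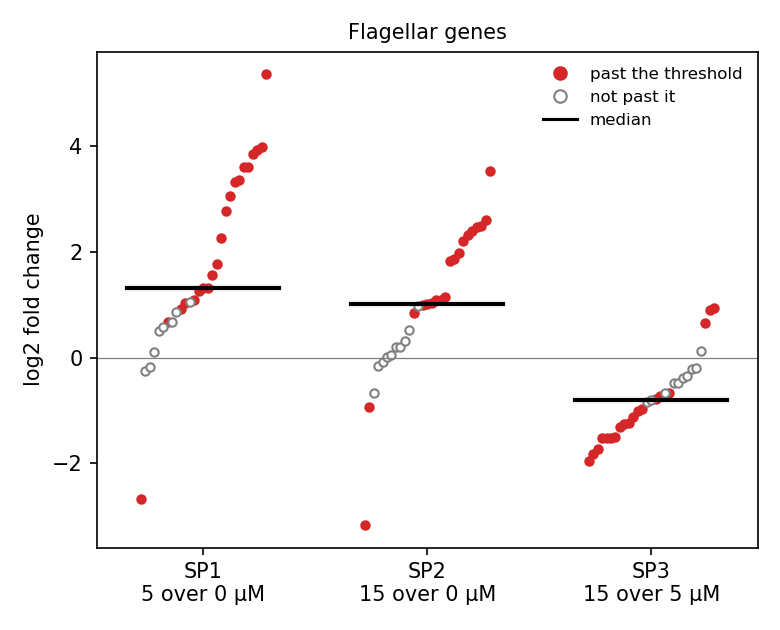
Log2 fold change (linear axis) of each of 29 flagellar genes named in Table S3 in SP1, SP2 and SP3, with filled points past the threshold, open points not past it and a bar at the median. The medians are 1.31 in SP1, 1.01 in SP2 and −0.80 in SP3.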

The same phenomena of downregulation in cell motility-related proteins were observed in studies conducted on other heavy metals [71,72]. This indicates that reduction in cell motility and chemotaxis is a widespread mechanism in bacterial heavy-metal stress response. In addition to cell motility, another important component of the signal transduction pathway are the sigma (σ) factors that provide tolerance towards heavy-metal stress by regulating the expression of outer membrane porins [73]. 

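Dde_3097 encodes a regulator that activates transcription by σ54. It stood at 272 ± 48.4 CPM at 0 µM Cu(II), 134 ± 48.8 at 5 µM and 77.9 ± 56.0 at 15 µM (SD, n = 3 libraries). The log2 fold change was −1.78 (SE 0.42, adjusted p = 0.00395) in SP2 and −1.01 (SE 0.42, adjusted p = 0.0999) in SP1, where it was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg), but was at an unadjusted p, with the 6 libraries alone and without replicate 1 of 15 µM.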

In this study, the gene (Dde_3097), which codes for Per-ARNT-Sim (PAS) domain σ^54^ transcriptional regulator, was upregulated at high Cu(II) concentration (SP2). The upregulation in the phosphorelay signal transduction system facilitates activation of σ^54^ through phosphorylation by a sensor-kinase protein [33]. In addition to the σ^54^ transcriptional regulator, the RNA polymerase sigma factor (σ^70^) was also upregulated in SP2; σ^70^ is involved in the transcription of genes that are essential for bacterial metabolism, growth, and stress responses [33]. 

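Of 6 sigma factor genes named in Table S3, 4 were higher and 2 were lower at 15 µM Cu(II) (4 higher and 2 lower when adjusted over the list alone). The housekeeping sigma factor rpoD (Dde_2052) rose by 1.27 (SE 0.22) in SP1 and 1.83 (SE 0.22) in SP2, rpoN (Dde_1771), which encodes σ54, had 0.94 (SE 0.36), not called but with DESeq2, at an unadjusted p and without replicate 1 of 5 µM, and 1.18 (SE 0.36), a call lost without replicate 2 of 0 µM, and the σ28 gene fliA (Dde_0383), of flagellar transcription, rose by 0.99 (SE 0.21) in SP2. Dde_2116, a further sigma factor gene, had 1.05 (SE 0.32) in SP2, a call lost with scaling by library size alone and without replicate 3 of 0 µM. The σ70-family genes Dde_0900 and Dde_1928 were lower: Dde_0900 stood at 235 ± 35.7 CPM at 0 µM and 31.2 ± 35.7 at 15 µM (SD, n = 3 libraries), with −2.82 (SE 0.55, adjusted p = 0.00127) by edgeR's quasi-likelihood test (Benjamini-Hochberg), or −4.41 without replicate 1 of 15 µM. Dde_1928 stood at 105 ± 22.2 and 26.7 ± 23.9 CPM, and its SP2 log2 fold change was −3.02 without replicate 1 of 15 µM. The study had called all of these genes, and camera gave adjusted p = 0.46, and adjusted p = 0.53 with an estimated correlation.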

The upregulation of σ^70^ might be an adaptive response in DA-G20 to counteract Cu(II) toxicity and maintain optimal cellular metabolism and growth. Additionally, serine/threonine phosphatase (Dde_3047), which belongs to the two-component signaling system (TCS) was upregulated in both SP1 and SP2 at the same level (log_2_FC ≈ 3). 

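Between 15 and 5 µM Cu(II), the serine/threonine phosphatase gene Dde_3047 had a log2 fold change of 0.95 (SE 1.24, adjusted p = 0.58) and was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg), but was with the 6 libraries alone. With replicates as a block, its log2 fold change was −3.89 in SP1 and −2.83 in SP2 and passed in neither, and the level at 0 µM rested on replicate 1. The SP1 call was also lost without any 1 library of 5 µM, and the SP2 call without replicate 2 of 15 µM.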

TCS is capable of phosphorylating response regulator (RR) proteins to elicit appropriate cellular response in response to an environmental stimuli [74].

In summary, it was observed that Cu(II) stress response in DA-G20 shares certain commonalities when compared to other heavy-metal stress in different bacteria. Substantial difference demonstrated by differential regulation in certain biological processes and molecular functions related to stress response and transporter activity was also observed. However, certain unique transcriptional patterns were observed, which warrants further investigation into understanding Cu stress response in DA-G20. Some of these unique changes are discussed in brief in the following sections.

### 3.5. Some Atypical Transcriptional Changes Induced by Cu(II) Ions

Some transcriptional changes detected in this study were not observed or discussed in previous studies on heavy-metal stress. This section summarizes findings on such uncommon transcriptional changes. This section also discusses some counterintuitive results compared to other heavy-metal stress studies.

#### 3.5.1. Significant Upregulation of ApbE Family Lipoprotein

The most upregulated gene (15-fold) in SP2 was Dde_2535 (ApbE family lipoprotein). 

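Dde_2535 encodes an ApbE family lipoprotein; proteins of this family attach flavin to other proteins. It stood at 4618 ± 2355 CPM at 0 µM Cu(II) and 279 ± 39.3 CPM at 15 µM (SD, n = 3 libraries), a log2 fold change of −4.05 (SE 0.90, adjusted p = 0.00267) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was the lowest called gene of SP2 among those the paper names by locus tag, apart from the phosphatase Dde_3047. Lower still among the called genes were, among others, Dde_3588, at −9.36, Dde_1676, Dde_0269 and Dde_3658, each of which stood at least 10 times higher in 1 library at 0 µM than in the other 2; without replicate 2 of 0 µM the value of Dde_3588 was −0.32 and not called; DESeq2 gave −9.28 for it and no p-value, and it was not called with a replicate block or without any 1 library of 15 µM.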

ApbE family lipoprotein is part of the ApbE superfamily and is a periplasmic lipoprotein anchored to the inner membrane [75]. The periplasmic ApbE lipoprotein has been implicated in thiamine biosynthesis [76], iron-sulfur cluster metabolism [77], and flavin transferase activity [78]. 

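At 5 µM Cu(II), the ApbE family gene Dde_2535 stood at 1239 ± 1567 CPM (SD, n = 3 libraries), and its log2 fold change over 0 µM, −1.90 (SE 0.82, adjusted p = 0.11), was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg). Without replicate 3 of 5 µM it was −3.78 and was called. The difference between 15 and 5 µM, −2.15 (SE 0.83, adjusted p = 0.0707), did not pass the same test, so that a difference in response between the concentrations is not shown; it passed at an unadjusted p and without replicate 1 of 5 µM, and was −0.26 and did not pass without replicate 3 of 5 µM.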

Interestingly, Dde_2535 was not significantly expressed (*p*-value > 0.05) in SP1 (5 µM Cu(II)), implying that its activation was only triggered at high Cu(II) concentration. Dde_2535, therefore, might play an important role in Cu(II) stress tolerance in DA-G20. However, ApbE proteins are relatively understudied biochemically, and more targeted studies involving gene-knockout and Cu(II) stress response in the mutant could explain more about the role of ApbE proteins in Cu(II) tolerance in DA-G20.

#### 3.5.2. Differential Expression of DNA Repair Genes

Heavy-metal-induced oxidative stress generates ROS, causing damage to many cellular components, including DNA and proteins [37]. 

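Genes of DNA repair went both ways at 15 µM Cu(II). Of 13 such genes named in Table S3, and so called by the study, 5 were higher, 6 were lower and 2 did not pass the test (5 higher and 6 lower when adjusted over the list alone), with a median log2 fold change of −0.68. The excinuclease subunit gene Dde_4011, of nucleotide excision repair, was the highest, at 3.83 (SE 0.32), and ruvC (Dde_2324) was the lowest. Camera gave adjusted p = 0.62, and adjusted p = 0.79 with an estimated correlation. The list was drawn by words in protein names and is not the set of DNA repair enzymes that the paper counts. With scaling by library size alone 6 genes of the list were called, and without replicate 2 of 15 µM 7 were.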

In this study, eleven DNA repair enzymes were upregulated, and six were downregulated at high (15 µM) Cu(II) concentration (SP2). At low (5 µM) Cu(II) concentration (SP2), seven DNA repair enzymes were upregulated, and five were downregulated (Table S4). Previous studies have observed modulation in the expression of DNA repair genes in the presence of specific heavy metals. For example, upregulation in DNA repair genes was observed in the case of mercury, cadmium, zinc, and arsenic [52,65,79,80]. However, palladium exposure resulted in the downregulation of DNA repair genes [36], and no change in the expression pattern of DNA repair genes was observed in the case of nickel, copper, and cobalt [39,42,51]. In this study, specific DNA repair genes were both upregulated and downregulated at 15 µM Cu(II) concentration. 

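The excinuclease gene Dde_4011 stood at 9.61 ± 4.02 CPM at 0 µM Cu(II), 42.4 ± 8.75 at 5 µM and 147 ± 11.8 at 15 µM (SD, n = 3 libraries). It rose by 2.04 (SE 0.34) on the log2 scale in SP1 and, between 5 and 15 µM, by 1.79 (SE 0.27, adjusted p = 0.000666) in edgeR's quasi-likelihood test (Benjamini-Hochberg).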

Dde_2324 was 3.5-fold (log_2_FC = 1.83) upregulated in SP2 as compared to SP1. 

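The gene Dde_2324 is ruvC, which encodes the nuclease that cuts Holliday junctions. It stood at 62.3 ± 9.84 CPM at 0 µM Cu(II), 30.5 ± 16.7 at 5 µM and 16.4 ± 8.58 at 15 µM (SD, n = 3 libraries). It changed by −1.88 (SE 0.45, adjusted p = 0.00427) in SP2 and −0.95 (SE 0.44) in SP1, where it was not called. The difference between 15 and 5 µM, −0.94 (SE 0.47, adjusted p = 0.152), did not pass edgeR's quasi-likelihood test (Benjamini-Hochberg).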

Dde_2324 codes for the protein resolvase (*ruvC*), which is a specialized nuclease that removes Holliday junctions (HJs) during DNA repair [81]. HJs are cross-stranded four-way junction structures formed during homologous recombination. These structures are detrimental to cell viability and must be removed in a timely manner to maintain genetic stability [82]. Modulation in the expression of *ruvC* to the best of our knowledge was not reported before in any heavy-metal stress study. The upregulation of *ruvC* in SP2 suggests that removal of HJs is an essential component Cu(II) stress tolerance mechanism in DA-G20. However, more targeted transcriptomics studies, including gene knockout, are required to establish the exact role of *ruvC* and other DNA repair genes during heavy-metal stress.

#### 3.5.3. Modulation of Methylation Related Activity

Methylation in bacteria is used as a signal for the epigenetic control of DNA-protein interactions that control gene regulation [83]. DNA methylation also protects genome integrity in prokaryotes [84]. This study showed an upregulation of ten methyltransferase coding genes at high (15 µM) Cu(II) concentration. In contrast, at low (5 µM) Cu(II) concentration, only one methyltransferase gene was upregulated. 

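Of 47 methyltransferase genes named in Table S3, 14 were higher, 25 were lower and 8 did not pass the test at 15 µM Cu(II) (15 higher and 27 lower when adjusted over the list alone). Their median was −0.72 on the log2 scale, with the tRNA methyltransferase gene trmD (Dde_1096) as the highest and the FkbM-family gene Dde_2875 as the lowest. As the names come from the study's called genes, the count is not independent evidence of direction. The list was drawn by words in protein names and is not the set of methyltransferase genes that the paper counts. Against the other genes camera gave adjusted p = 0.07, and adjusted p = 0.31 with an estimated correlation.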

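At 5 µM Cu(II), 8 were higher, 7 were lower and 32 did not pass the test of the 47 methyltransferase genes of Table S3 (12 higher and 8 lower when adjusted over the list alone), with a median log2 fold change of −0.19. The genes had been called by the study in one comparison or the other. Single libraries moved this count: 25 genes were called without replicate 1 of 15 µM, 6 without replicate 3 of 0 µM, 6 without replicate 2 of 5 µM and 5 without replicate 3 of 5 µM, and with scaling by library size alone 4 were. The chemotaxis methyltransferase gene Dde_1573, called higher in SP1, stood at 2493 CPM in replicate 1 of 5 µM and at most 248 in the other 2.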

Upregulation of methyltransferases at high Cu(II) concentration indicates that methylation probably changes expression patterns of daughter cells based on environmental conditions [85]. The most upregulated methylation associated gene was Dde_2875 (methyltransferase FkbM family). 

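The FkbM-family methyltransferase gene Dde_2875 stood at 2018 ± 1906 CPM at 0 µM Cu(II), 427 ± 395 at 5 µM and 204 ± 93.0 at 15 µM (SD, n = 3 libraries). Its log2 fold change was −3.31 (SE 0.99, adjusted p = 0.0133) in SP2 and −2.25 (SE 0.95, adjusted p = 0.105) in SP1, where it was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg), but was with edgeR at an unadjusted p and without replicate 1 of 0 µM. Without replicate 2 of 0 µM the SP2 value was −2.38 and the SP1 value −1.32, and neither was called.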

To the best of our knowledge, modulation in the genes related to methylation was not reported before in any heavy metal or oxidative stress study. The reason for such modulation is probably related to gene regulation associated with environmental adaptations. However, the exact mechanism of regulation is not known and provides avenues for future research.

#### 3.5.4. Regulation of Genes Associated with Cell Division and Cell Wall Organization

Some genes involved in biological processes such as cell division, cell-wall organization, and cell cycle appeared to be both downregulated and upregulated. 

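At 5 µM Cu(II), of the 25 genes of cell division and the cell wall named in Table S3, 4 were higher, 2 were lower and 19 did not pass the test (5 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.01. The septum formation initiator Dde_2072 stood at 12.7 ± 6.44 CPM at 0 µM, 80.8 ± 28.8 at 5 µM and 100 ± 45.2 at 15 µM (SD, n = 3 libraries), with 2.64 (SE 0.51, adjusted p = 0.00282) in SP1 by edgeR's quasi-likelihood test (Benjamini-Hochberg). The list comes from genes the study called. In SP1, 12 of the genes were called without replicate 1 of 15 µM and 3 without replicate 3 of 0 µM or with scaling by library size alone.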

In SP2, 24 genes associated with these biological processes were differentially expressed, whereas in SP1, only 12 were differentially regulated. The most upregulated gene (log_2_FC = 2.11) in SP2 (15 µM Cu(II)) was Dde_0543 (lipid II flippase, MurJ). In comparison, Dde_0543 was only slightly modulated (log_2_FC = 0.68) in SP1 (5 µM Cu(II)). 

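At 5 µM Cu(II), murJ (Dde_0543) stood at 99.1 ± 20.1 CPM (SD, n = 3 libraries), with a log2 fold change over 0 µM of −0.80 (SE 0.34, adjusted p = 0.105), which was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg), but was at an unadjusted p, with the 6 libraries alone and without replicate 1 of 15 µM. Between 5 and 15 µM it changed by −1.36 (SE 0.36, adjusted p = 0.0158), a call lost with scaling by library size alone and without replicate 2 of 15 µM.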

Lipid II flippase is essential in the regulation of cell shape and maintenance of cellular integrity during environmental stress. Depletion of MurJ causes cells to swell and burst, and as such, the overexpression of gene coding this protein seems to be essential during Cu(II) stress in DA-G20 [86]. 

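The uncharacterized gene Dde_0980 rose from 249 ± 78.6 CPM at 0 µM Cu(II) to 807 ± 103 at 5 µM and 1741 ± 137 at 15 µM (SD, n = 3 libraries). On the log2 scale it rose by 1.70 (SE 0.31, adjusted p = 0.00195) in SP1 and 2.81 (SE 0.33, adjusted p = 2.9e-05) in SP2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The further rise between 5 and 15 µM, 1.11 (SE 0.31, adjusted p = 0.0205), passed the same test, but did not without any 1 library of 5 µM.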

An intriguing observation was the downregulation of an uncharacterized protein (Dde_0980) in both SP1 (log_2_FC = −1.78) and SP2 (log_2_FC = −2.79). The GO analysis indicated that this uncharacterized protein is involved in two biological processes: (i) cell septum assembly and (ii) FtsZ-dependent cytokinesis. FtsZ is a major cytoskeletal protein that initiates cell division in a bacterial cell [87]. Previous studies have shown that downregulation in *ftsZ* expression results in a transient delay in cell division that leads to an increase in cell size [88,89]. Another captivating observation was the downregulation of Dde_2171 in both SP1 (log_2_FC = −1.88) and SP2 (log_2_FC = −2.52). 

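Dde_2171 encodes a DivIVA domain protein; DivIVA places the division site and marks the cell poles in many bacteria. It rose from 20.3 ± 3.40 CPM at 0 µM Cu(II) to 71.6 ± 5.04 at 5 µM and 119 ± 29.1 at 15 µM (SD, n = 3 libraries). The log2 fold change was 1.82 (SE 0.29, adjusted p = 0.000603) in SP1, 2.55 (SE 0.28, adjusted p = 1.84e-05) in SP2 and 0.73 (SE 0.25, adjusted p = 0.0455) in SP3, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call in SP3 was lost with scaling by library size alone, with the 6 libraries alone, with a replicate block and without any 1 library but replicate 1 of 15 µM.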

Dde_2171 codes for DivIVA domain-containing protein, which is a cell division initiation protein. Stationary phase or slow-growing cells have DivIVA at both cell poles; however, actively growing cells reduce the DivIVA concentration at the old poles and redeploy DivIVA molecules to build DivIVA rings at active division sites [90]. The downregulation of the *DivIVA* gene is probably an indication of slow growth and an increase in cell size at high Cu(II) concentration. In addition, the downregulation of *divIVA* might be explained by the poor health status of the bacterial cells that favor the downregulation of these genes in order to conserve energy for stress-related pathways. However, literature search showed that at present, there are no studies on the impact of heavy-metal stress on the DivIVA domain-containing protein. As such, the impact of heavy-metal stress on cell cycle, cell division, and cell shape is still poorly understood, and more research is required to better understand this impact. The impact of *ftsZ* and *divIVA* genes on cell size seems apparent; however, there is a possibility that mutations in some uncharacterized genes are responsible for generating pleiotropic effects that influence cell morphological characteristics, including cell size [25]. These observations suggest the need of genome-wide association studies that will shed more light on the contribution of some specific genes on observable phenotypic traits.

#### 3.5.5. Role of Ascorbic Acid and Alkaline Phosphatase

The most important group of transporters during heavy-metal stress are copper influx and efflux proteins. Specific protein machineries are involved in fine-tuning the balance of intracellular copper trafficking and extracellular secretion according to cellular requirement [12]. However, the form of Cu ion (Cu(I) or Cu(II)) and the type of protein-import system involved in copper trafficking inside the cell are debatable. For instance, Andrei et al. [23] implicated that the outer membrane porin OmpF is involved in the influx of Cu(II), whereas Giachino and Waldron [1] proposed that OmpF is involved in the influx of Cu(I) ions. In this study, it was observed that an increase in the concentration of ascorbic acid in the supernatant occurred when Cu(II) concentrations increased.Ascorbic acid is reported to be involved in the conversion of Cu(II) to Cu(I) [91]. The increase in expression of alkaline phosphatase (ALK) (Dde_1612) also corroborated the role of ascorbic acid in Cu(II) reduction as ALK hydrolyzes 2-phospho-Lascorbicacid (AAP) to generate ascorbic acid (AA) in the extracellular environment [91]. 

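The gene Dde_1612 stood at 233 ± 20.8 CPM at 0 µM Cu(II), 196 ± 29.9 at 5 µM and 296 ± 27.6 at 15 µM (SD, n = 3 libraries). Its log2 fold change was −0.24 (SE 0.18, adjusted p = 0.326) in SP1 and 0.34 (SE 0.18, adjusted p = 0.113) in SP2, and neither was called by edgeR's quasi-likelihood test (Benjamini-Hochberg); the latter was, at 0.50, without replicate 1 of 5 µM. Between 5 and 15 µM it rose, by 0.58 (SE 0.18, adjusted p = 0.0316), a call lost with scaling by library size alone, with the 6 libraries alone and without replicates 2 or 3 of 5 µM or 2 or 3 of 15 µM in turn.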

Cu(I) is relatively more toxic compared to Cu(II), and the reduction of Cu(II) to Cu(I) by ascorbic acid probably inhibits DA-G20 growth [1]. However, the mechanism of Cu(I) transport and growth inhibition in the presence of Cu(I) is still not clear. In addition to heavy-metal translocating P-type ATPases, Cu can also enter the cell via passive diffusion along its chemical gradient [1]. Based on the analysis of the metabolomics and RNA-seq data, a putative mechanism of Cu stress response in DA-G20 was devised and is presented in Figure 7.

## 4. Materials and Methods

### 4.1. Bacterial Strain and Growth Conditions

The bacterial strain used in this study was *Desulfovibrio alaskensis* strain G20 (DA-G20). Lactate C medium (anoxic) was used to grow DA-G20 at 30 °C and 125 rpm. The composition of the media is given in Table S1 in Supplementary Information. Medium (100 mL) was prepared in serum bottles and sterilized by autoclaving at 121 °C for 15 min. The medium was then deoxygenated by sparging filter-sterilized ultrapure nitrogen (10 psi) for 20 min as described previously [4,18].

### 4.2. Copper Toxicity Experimental Setup

Seed culture of strain DA-G20 was prepared by inoculating 1.5 mL of a frozen stock (40% *v*/*v* glycerol stock solution and cells grown in lactate-C medium) into 100 mL of lactate-C medium. The seed culture was incubated at 30 °C with an initial pH of 7.2 and 125 rpm. Hydrogen sulfide (H_2_S) initially present in the active inoculum was purged out using filter-sterilized ultrapure nitrogen for 1 h. From this sparged culture, 5% *v*/*v* active inoculum (OD = 0.18) was used for Cu(II) toxicity experiments. For Cu(II) toxicity experiments, filter-sterilized stock solution of 0.05 M CuCl_2_ was prepared and supplemented to serum bottles containing 100 mL lactate-C medium to give the desired metal concentrations (5 µM and 15 µM). CuCl_2_ dissociates into Cu(II) ions, and the Cu toxicity mentioned in this study refers to toxicity by Cu(II) ions. The maximum concentration was selected as 15 µM Cu(II) by preliminary experiments, since above this concentration, the growth rate reduced significantly, and the recovered RNA quantity was not sufficient for transcriptomic studies. Another reason for selecting 15 µM Cu(II) as the maximum concentration was approximately 50% inhibition in total cell protein at this concentration. The serum bottle containing no supplemented Cu(II) (0 µM) was used as control for the experiment. All the experiments were carried out in triplicates for statistical validation.

### 4.3. Determination of Total Cell Protein and SEM Analysis

The total cell protein was estimated for each experimental condition (0 µM Cu(II), 5 µM Cu(II), 15 µM Cu(II)) using a quantitative Coomassie (Bradford) protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA). Protein concentrations were calculated by comparing the absorbance (595 nm) of all samples (0 µM, 5 µM, 15 µM Cu(II)) to the color response of protein assay standards prepared as a series of known dilutions of bovine serum albumin (BSA). Polynomial regression was used to estimate the time at which total cell protein was half of the maximum cell protein. All the fit curves had R^2^ greater than 0.95. The change in cell morphology (planktonic cells) was visualized using a field-emission scanning electron microscope (FESEM (Zeiss Supra40 variable pressure)). The samples for SEM were fixed by immersing in a mixture of 0.1 M sodium cacodylate buffer and 2% glutaraldehyde overnight at 4 °C and then at room temperature for 1 h. It was followed by sequential dehydration with ethanol (50%, 75%, 95%, and 100%) for 30 min each, followed by overnight drying in a desiccator. The SEM images were obtained using secondary electron imaging operated at an accelerated voltage of 1 kV.

### 4.4. RNA Isolation

Total RNA was extracted from 10 mL of bacterial culture from the serum bottles on the 5th day from different Cu(II) concentrations. To pellet down the cells, 10 mL of the DA-G20 culture was taken out from the respective serum bottles and was centrifuged at 10,000× *g* for 10 min at 4 °C. The cell pellet was collected and washed three times with anaerobic phosphate buffer saline (pH 7.2) to remove any unwanted media components that may hamper RNA extraction. Cell pellet was then transferred to sterile 2 mL microcentrifuge tubes for further extraction steps. Total RNA was extracted using the TRIzol RNA extraction method and eluted in 20 µL nuclease-free water [92]. Extracted RNA was further purified using the RNA clean and concentrator kit following the manufacturer’s instructions (Zymo Research, Irvine, CA, USA) and eluted in 10 µL nuclease-free water. RNA purity was assessed using Nanodrop UV-Vis spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The concentration was further evaluated using the Qubit RNA assay kit and Qubit 3.0 fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). Finally, RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

### 4.5. Complementary DNA (cDNA) Library Preparation and Sequencing

Library preparation and RNA sequencing were performed by Oklahoma Medical Research Foundation NGS Core (Oklahoma city, OK, USA). The protocol contained the following steps: First, rRNA was depleted using RiboCop rRNA Depletion Kit (Lexogen, Greenland, NH, USA). cDNA library was then prepared using Swift Rapid RNA Library kit using the manufacturer’s protocol (Swift Biosciences, Ann Arbor, MI, USA). The final quality control of the prepared library was done using Kapa qPCR and Agilent Tapestation 4150 (Agilent Technologies, Santa Clara, CA, USA). The library was sequenced using the Illumina-NovaSeq platform using an S4 flow cell with a 150-bp paired-end module. Approximately 20 million reads (10 million in each direction) were generated per sample. All the samples were used as biological triplicates for statistical validation.

### 4.6. QC of Raw RNA Sequencing Reads and Data Analysis

To ensure the quality of subsequent data analysis, the raw RNA-seq reads were subjected to quality control using FASTQC tool that generated average Q scores across the length of all sequence files [93]. The data obtained after initial QC was processed using Trimmomatic (version 0.38) [94]. An illuminaclip step was used to remove adapter sequences (TruSeq3 pair ended) from the reads. The raw reads were further filtered using a sliding window filtration to truncate reads at a 4-base average Q score of 20 or lower. The sequences greater than 20 bp were retained. The QC reads were then mapped against DA-G20 reference genome (accession PRJNA329) using the HISAT2 alignment program [95]. The number of reads mapping to each gene was counted using DA-G20 genome annotation file (GFF3, Ensembl) and read summarization program: featureCounts [96]. The gene expression fold change was estimated amongst various sample groups (0 µM vs. 5 µM Cu(II), 0 µM vs. 15 µM Cu(II), 5 µM vs. 15 µM Cu(II)) using the DESeq2 package [26]. DeSeq2 uses the median of ratios normalization for differential gene expression analysis between samples. The data analysis (until DESeq2) was done using the web-based scientific analysis platform Galaxy [97].

### 4.7. RT-qPCR Validation

Some differentially expressed genes were randomly selected for RT-qPCR analysis to validate the quality of sequencing data. RNA was extracted and purified as described in the previous section on RNA isolation. cDNA synthesis was performed using the QuantiTect Reverse Transcription Kit (Qiagen, Germantown, MD, USA). Subsequently, RT-qPCR was performed in a QuantStudio 3 real-time PCR system (Thermo Fisher Scientific, Waltham, MA, USA) using the Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) in a 96-well plate. Gene-specific primers used for RT-qPCR are shown in Table S2. Recombinase A (*recA*) was used as an internal gene standard for PCR amplification and data normalization. Normalized fold changes of the relative expression ratio between control and Cu(II) spiked samples were quantified by the 2^−ΔΔCT^ method [98]. All experiments were performed in triplicate using independent samples, and their mean value and standard error of the mean were calculated.

### 4.8. Network Analysis Using Cytoscape

The STRING database that integrates both known and predicted protein-protein interactions (PPIs) was used to predict functional interactions of proteins [99]. The PPI network between the significant DEGs (*p*-value < 0.05) was visualized using the PPI visualization software Cytoscape (version-3.9.0) [100]. DA-G20 was selected as the organism, and a confidence score cutoff of greater than 0.40 was used to find top interactors. Highly connected regions of the network were detected using ClusterONE (version 1.0) [101] algorithm with the following criteria: minimum size = 5, minimum density = 0.05, and edge weights = combined score. StringApp (Cytoscape plugin) was used to perform pathway enrichment analysis and import PPI networks from the STRING database to Cytoscape [102]. The most enriched gene set was selected based on a false discovery rate of 1.0 × 10^−6^. The most enriched pathway was selected for analyzing the interaction network, and a doughnut graph was assigned to each of the nodes with upregulated and downregulated log_2_FC values. In the PPI network, the nodes correspond to the proteins, and the edges represent the interactions.

### 4.9. Bioinformatics Analysis

Significantly differentially expressed genes (*p*-value < 0.05) were annotated with the respective proteins using the UniProt database [103]. The differentially expressed genes were further subcategorized based on their gene ontology terms (biological process, molecular functions, and cellular component) and pathways using the Quick GO database and BioCyc pathway/genome database collection [104,105]. R statistical programming language was used for computational analysis and generation of figures.

### 4.10. Targeted Metabolomics Analysis

Targeted metabolomics analysis was performed on 0 µM, 5 µM, and 15 µM Cu(II) by sending samples to the Metabolomics lab at the University of Illinois, Urbana Champaign, USA. The detailed procedure is outlined in the study by Gomez et al. [106]. Briefly, metabolites were extracted with 1 mL of 70% methanol and sonicated using an ultrasonic homogenizer. The lysed cell pellets thus obtained were fractionated with 70% methanol and chloroform and finally centrifuged for 10 min at maximum speed. One mL of each extract was evaporated under vacuum at −60 °C, and dried extracts were derivatized. Five microliters (5 μL) of the internal standard (hentriacontanoic acid (10 mg/mL); Sigma-Aldrich, St. Louis, MO, USA) was added to each sample prior to derivatization, and all the samples were analyzed on a GC/MS system (Agilent Technologies, Santa Clara, CA, USA) consisting of an Agilent 7890 gas chromatograph, an Agilent 5975 mass selective detector, and an HP 7683B autosampler.

All the chromatogram peaks (spectra) were compared with electron impact mass spectrum libraries NIST08 (NIST, Gaithersburg, MD, USA), W8N08 (Palisade Corporation, Ithaca, NY, USA), and a custom-built library of 520 unique metabolites [106]. The data obtained were normalized to the internal standard in each chromatogram and the sample dry weight (DW). AMDIS 2.71 (NIST, Gaithersburg, MD, USA) was used to evaluate the spectra of all chromatogram peaks. All metabolite concentrations are reported as relative concentration, i.e., ‘analyte concentration relative to hentriacontanoic acid per gram dry weight (for cell pellets) or per mL (for supernatant)’. More details on GC/MS data transformation are provided in the Supplementary Information.

## 5. Conclusions

The introduction of Cu(II) stress to DA-G20 caused common heavy-metal-associated oxidative stress as well as effects that seem to be exclusive during Cu(II) exposure. The most common effects observed in this study were: (i) energy conservation through translation arrest; (ii) downregulation of chemotaxis and motility; (iii) differential expression of certain transporter systems and inorganic ion transport complexes; (iv) upregulation of sigma factor proteins; and (v) the increased production of organic acids and amino acids. In addition, Cu(II) stress was found to disrupt the homeostasis of other heavy metals such as iron and zinc. Furthermore, DA-G20 was able to detoxify Cu(II) ions through four different strategies: (i) prevention of metal ions from entering the cells through the downregulation of several inorganic ion transporter complexes; (ii) the active transport of the metal ions out of the cell through the up-regulation of specific transporter complexes; (iii) intracellular sequestration of the Cu(II) ions by proteins rich in peptides with specific metal-binding amino acids; and (iv) through synthesis of specific metabolites that resulted in altering the cellular metal buffering system to prevent oxidative damage. The observed responses and differential gene expression in this study were primarily caused by the secondary effects of general heavy-metal toxicity. Some changes such as upregulation of ApbE family lipoprotein observed in this study seem to be specific for DA-G20 exposed to Cu(II) ions. However, further research is required to elucidate the underlying signaling processes involved in Cu(II) stress-response management. Our findings provide a framework for further research on the mechanism of Cu(II) toxicity in DA-G20. However, Cu(II) stress response seems to be a complex process that includes various regulatory processes. Integrated transcriptomic, metabolomics and proteomic analysis of DA-G20 will be necessary to validate the roles of identified genes during Cu(II) stress.

## Figures and Tables

**Figure 1:**
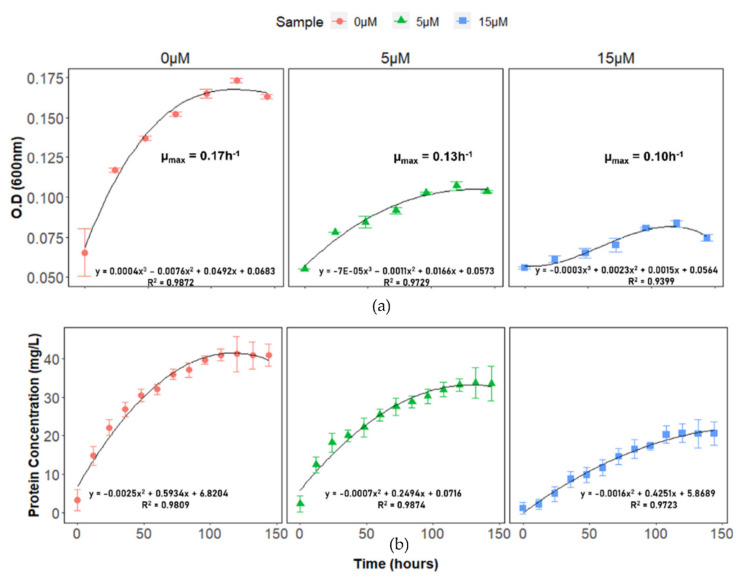
(**a**) Growth curve of DA-G20 in 0, 5, and 15 µM Cu(II); (**b**) Effect of Cu(II) on the growth DA-G20 as a function of total cell protein in presence of 0, 5 and 15 µM Cu(II). The points for all samples are the average of triplicates, and error bars indicate ±standard deviations of the means. Error bars smaller than the symbols are hidden behind sample legends. The best fit polynomial equation and goodness of fit (R^2^) is shown corresponding to each plot.

**Figure 2:**
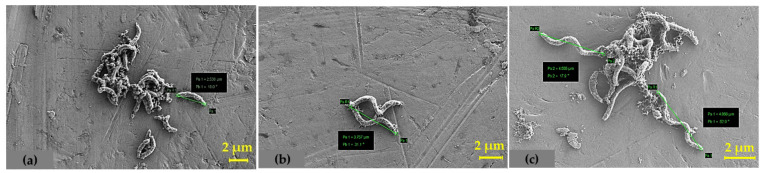
SEM image depicting variation in cell size of DA-G20 grown in media spiked with (**a**) 0 µM Cu(II), (**b**) 5 µM Cu(II), and (**c**) 15 µM Cu(II).

**Figure 3:**
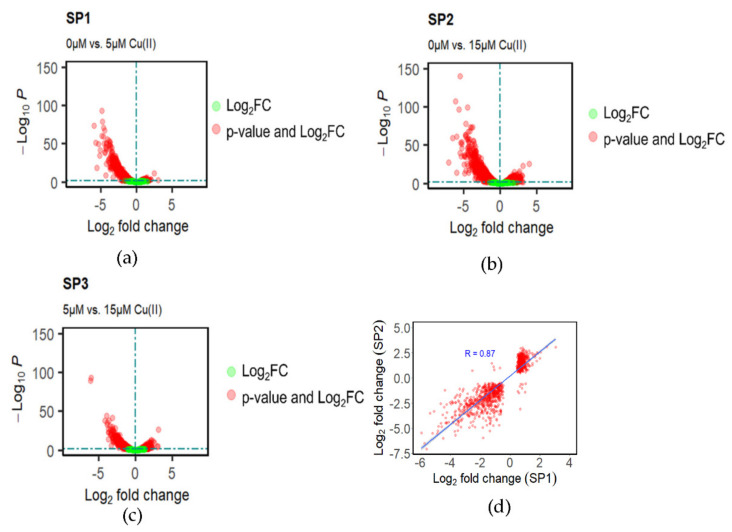
Differentially expressed genes in (**a**) SP1 (0 µM vs. 5 µM Cu(II)); (**b**) SP2 (0 µM vs. 15 µM Cu(II)); (**c**) SP3 (5 µM vs. 15 µM Cu(II)); (**d**) Correlation between common genes in SP1 (0 µM vs. 5 µM Cu(II)) and SP2 (0 µM vs. 15 µM Cu(II)). Red dots are all significant (*p*-value < 0.05) DEGs; Green dots are all insignificant genes with |log_2_FC| > 0.

**Figure 4:**
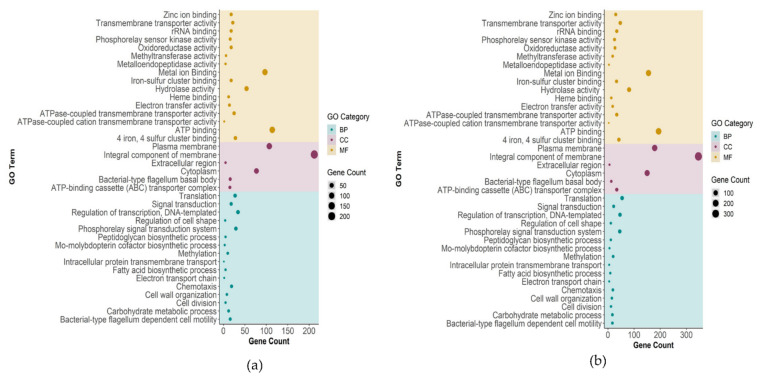
Bubble plot depicting gene counts of enriched GO terms in (**a**) 0 µM vs. 5 µM Cu(II); (**b**) 0 µM vs. 15 µM Cu(II). BP—Biological process; CC—Cellular component; MF—Molecular function.

**Figure 5:**
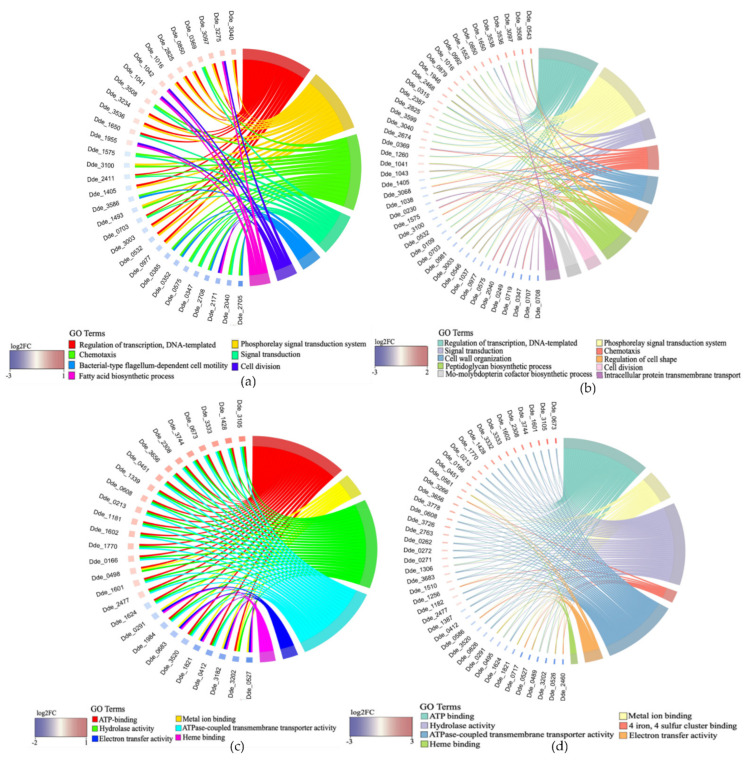
GOChord plot showing assignment of genes to their respective GO functional categories (BP and MF) according to their fold change in (**a**) SP1 (BP); (**b**) SP2 (BP); (**c**) SP1 (MF); (**d**) SP2 (MF). BP—Biological process; MF—Molecular function.

**Figure 6:**
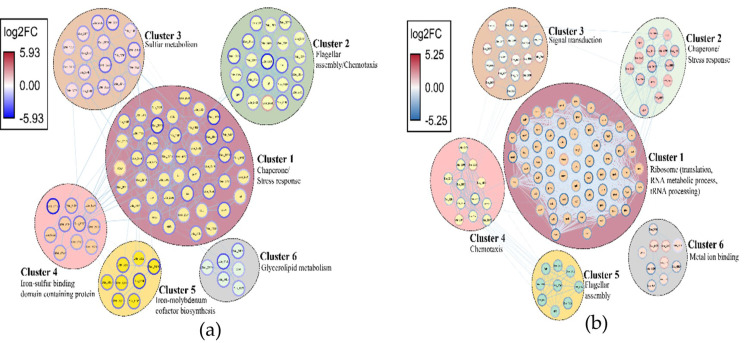
Protein-Protein interaction network in (**a**) 0 µM vs. 5 µM Cu(II) (SP1), and (**b**) 0 µM vs. 15 µM Cu(II) (SP2). Each cluster is a set of highly connected nodes and is illustrated in a circle.

**Figure 7:**
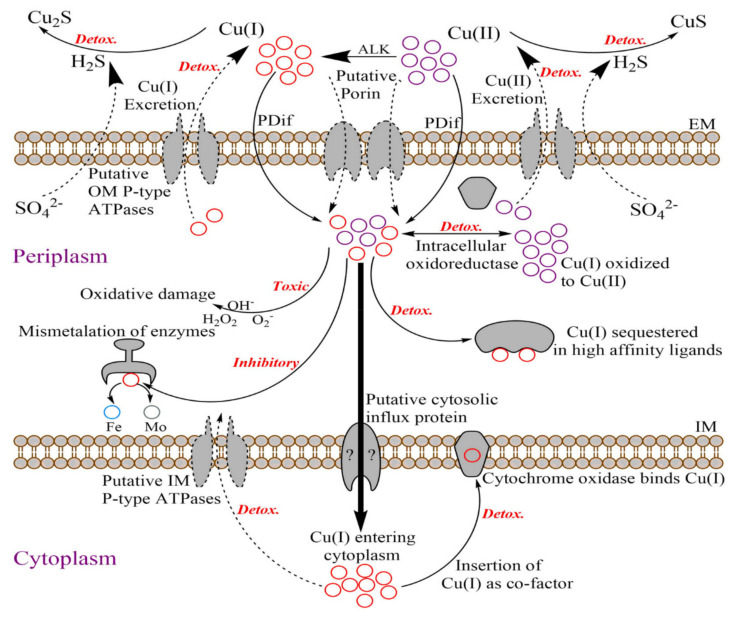
Schematic of putative copper transport and detoxification mechanism in *Desulfovibrio vulgaris* G20. ALK, Alkaline phosphatase; PDif, Passive diffusion; EM, Extracellular membrane; IM, Intracellular membrane; *Detox.,* Detoxification mechanism.

**Table 1:** Top 10 upregulated and downregulated genes in SP1 (0 µM vs. 5 µM Cu(II)) and SP2 (0 µM vs. 15 µM Cu(II)).

Gene ID	Protein Name	log_2_FC	Standard Error
Dde_2535 *	ApbE family lipoprotein	3.95	±0.37
Dde_2958 *	Flagellar basal body rod protein	3.12	±0.31
Dde_3047 *	Protein serine/threonine phosphatase	3.08	±1.19
Dde_1981 *	Uncharacterized protein	3.05	±0.93
Dde_0899 *	Uncharacterized protein	2.98	±0.48
Dde_1205 *	Uncharacterized protein	2.96	±0.44
Dde_2895 *	Teichoic-acid-transporting ATPase	2.85	±0.96
Dde_1929 *	Uncharacterized protein	2.82	±0.49
Dde_2799 *	Phage regulatory protein, Rha family	2.81	±0.63
Dde_0900 *	RNA polymerase sigma factor, sigma-70 family	2.77	±0.54
Dde_0111 ^#^	Zinc resistance-associated protein	−8.56	±0.30
Dde_4025 ^#^	Uncharacterized protein	−7.07	±0.64
Dde_2170 ^#^	UPF0235 protein Dde_2170	−6.48	±0.39
Dde_2819 ^#^	Uncharacterized protein	−6.11	±0.27
Dde_3737 ^#^	Putative GAF sensor protein	−5.98	±0.77
Dde_2991 ^#^	Transcription termination/antitermination protein, NusG	−5.97	±0.36
Dde_3226 ^#^	Phage shock protein A, PspA	−5.68	±0.27
Dde_1010 ^#^	Uncharacterized protein	−5.52	±0.22
Dde_0221 ^#^	Response regulator receiver protein	−5.51	±0.41
Dde_0715 ^#^	Uncharacterized protein	−5.46	±0.35
Dde_3047 **	Protein serine/threonine phosphatase	3.05	±1.03
Dde_2958 **	Flagellar basal body rod protein	2.48	±0.36
Dde_0959 **	AIG2 family protein	2.04	±0.60
Dde_3729 **	ABC transporter related protein	2.01	±0.55
Dde_4035 **	Uncharacterized protein	1.87	±0.60
Dde_1264 **	PAS modulated sigma54 specific transcriptional regulator, Fis family	1.82	±0.67
Dde_3378 **	Uncharacterized protein	1.80	±0.61
Dde_0930 **	Uncharacterized protein	1.70	±0.53
Dde_3061 **	M18 family aminopeptidase	1.68	±0.69
Dde_0925 **	Uncharacterized protein	1.67	±0.62
Dde_0715 ^##^	Uncharacterized protein	−5.93	±0.32
Dde_2170 ^##^	UPF0235 protein Dde_2170	−5.72	±0.37
Dde_4025 ^##^	Uncharacterized protein	−5.58	±0.63
Dde_0356 ^##^	Flagellar basal body rod protein FlgB	−5.34	±0.35
Dde_0221 ^##^	Response regulator receiver protein	−5.17	±0.42
Dde_0563 ^##^	Uncharacterized protein	−5.10	±0.37
Dde_1010 ^##^	Uncharacterized protein	−4.88	±0.23
Dde_2560 ^##^	Thioredoxin peroxidase	−4.84	±0.29
Dde_1689 ^##^	OmpA/MotB domain protein	−4.78	±0.25
Dde_0283 ^##^	Uncharacterized protein	−4.64	±0.26

*—Top 10 upregulated genes in 0 vs. 15 µM Cu; ^#^—Top 10 downregulated genes in 0 vs. 15 µM Cu(II); **—Top 10 upregulated genes in 0 vs. 5 µM Cu; ^##^—Top 10 downregulated genes in 0 vs. 5 µM Cu(II). All the protein annotations for the genes were retrieved from UniProt database.

**Table 2:** The top five most enriched GO terms with their respective *p*-values and z-score in both SP1 and SP2.

Enriched GO Terms in SP1 (0 vs. 5 µM Cu)				
Gene Ontology (GO) Term	GO ID	Total Gene Count	−Log_10_ (*p*-Value)	z-Score *
Regulation of transcription, DNA-templated (BP)	GO:0006355	34	16.5	0
Phosphorelay signal transduction system (BP)	GO:0000160	29	2.60	−1.29
Translation (BP)	GO:0006412	27	48.14	−4.81
Chemotaxis (BP)	GO:0006935	19	2.74	−2.98
Signal transduction (BP)	GO:0007165	18	2.73	−1.88
ATP binding (MF)	GO:0005524	114	16.55	2.06
Metal ion binding (MF)	GO:0046872	97	2.97	−2.94
Hydrolase activity (MF)	GO:0016787	54	1.96	0
4 iron, 4 sulfur cluster binding (MF)	GO:0051539	28	2.32	−0.75
ATPase-coupled transmembrane transporter activity (MF)	GO:0042626	25	1.64	3.40
Integral component of membrane (CC)	GO:0016021	212	3.38	−0.41
Plasma membrane (CC)	GO:0005886	99	1.94	−0.90
Cytoplasm (CC)	GO:0005737	76	1.77	−2.52
ATP-binding cassette (ABC) transporter complex (CC)	GO:0043190	15	1.58	2.32
Bacterial-type flagellum basal body (CC)	GO:0009425	9	5.05	−3.00
Enriched GO terms in SP2 (0 vs. 15 µM Cu)				
Translation (BP)	GO:0006412	54	51.75	−7.07
Regulation of transcription, DNA-templated (BP)	GO:0006355	45	3.59	1.5
Phosphorelay signal transduction system (BP)	GO:0000160	45	2.30	0.15
Signal transduction (BP)	GO:0007165	22	5.76	−0.85
Methylation (BP)	GO:0032259	20	4.26	0
ATP binding (MF)	GO:0005524	194	72.25	1.29
Metal ion binding (MF)	GO:0046872	152	3.30	−1.13
Hydrolase activity (MF)	GO:0016787	81	4.37	1.22
Transmembrane transporter activity (MF)	GO:0022857	47	3.20	4.23
4 iron, 4 sulfur cluster binding (MF)	GO:0051539	42	2.33	0.3
Integral component of membrane (CC)	GO:0016021	346	17.47	4.3
Plasma membrane (CC)	GO:0005886	160	1.66	1.42
Cytoplasm (CC)	GO:0005737	149	1.52	−5.65
ATP-binding cassette (ABC) transporter complex (CC)	GO:0043190	34	1.73	4.11
Bacterial-type flagellum basal body (CC)	GO:0009425	6	2.76	−0.81

BP: Biological Process; MF: Molecular Function; CC: Cellular component. * z-score = $\frac{\left(\mathrm{Total}\;\mathrm{number}\;\mathrm{of}\;\mathrm{upregulated}\;\mathrm{gene}-\mathrm{Total}\;\mathrm{no}.\;\mathrm{of}\;\mathrm{downregulated}\;\mathrm{gene}\right)}{\mathrm{Total}\;\mathrm{gene}\;\mathrm{count}}.$ Note: This z-score does not refer to the standard score from statistics. It calculates if the GO term is more likely to be decreased (negative value) or increased (positive value) in expression.

## Data Availability

The sequences were uploaded and deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession number GSE191076.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23031396/s1.

# Supplementary material for: Transcriptomics and Functional Analysis of Copper Stress Response in the Sulfate-Reducing Bacterium Desulfovibrio alaskensis G20
**Source:** Int J Mol Sci. 2022 Jan 26;23(3):1396. doi: 10.3390/ijms23031396
**Supplement:** Supplementary file 1

Table S1: Lactate-C media composition

Component	Amount (g/L)
Sodium lactate	6.8
Sodium sulfate	4.5
Calcium chloride dehydrated	0.06
Sodium citrate	0.3
Ammonium chloride	1
Potassium phosphate monobasic	0.5
Yeast extract	1
Ascorbic acid	0.1
Sodium thioglycolate	0.1

Table S2: List of all genes and primer sequences used for RT-qPCR validation

Gene	Forward Primer	Reverse Primer	Source
Dde_3061	TTTTCATCGCTGCCAAAGGC	CCGCCGTAGTAGTGGGTTTT	This study
Dde_3729	CACTGCTGCGCTGTATCAAC	AACACCCTGTCAGACGTTCC	This study
Dde_1264	CAAGGAACTGTTTGCCCGTG	CCAGCTCGAATTTGCCGATG	This study
Dde_3047	CCGTGGGTGGTGATTCCTAC	AGGCGCTCAAAAAGCGAATG	This study
Dde_0356	AAGCGCCAGAACGTCATCAT	TTCCGTACCCAGCGAAAGTG	This study
Dde_0347	GAGATAGCCGAGCAGGTGTC	AGAATTACGCGCCACTTCCA	This study
Dde_1454	CGGTGAAATTGTAACCGGCG	CGAACAGAATGCGGTCGATG	This study
Dde_1415	TGAAATCGCAGGAAGAGCGT	CGGCAATGCGTCTGTAGTTG	This study
Dde_1602	GTATTTACCCGGCAGTCCA	AAAAAGCGGAGCTGCAATGG	This study
Dde_0975	TTCCGCAAATTTGAGCAGGC	CGGCAGAACAGTGGTTACCT	This study
Dde_1800	CCGGAACACACCATGTACGA	ACAGGCAGCAGACGATGAAA	This study
Dde_2100	TCAGGGTGCTGCTGCATAAT	TTTCTGCTACTTCGGCTGTGT	This study
Dde_3775	AATGTGTAGACGTGTGCCCC	ACTTCGACGCAGGATTCACA	This study
Dde_2561	AGAAGCCGCGGAATTTCTGA	TCTTTCCAGTTCGTCCAGCC	This study
Dde_3201	GACGGCAAATGGCAGATACG	CGTACGGTGGTCACCAGTTT	This study

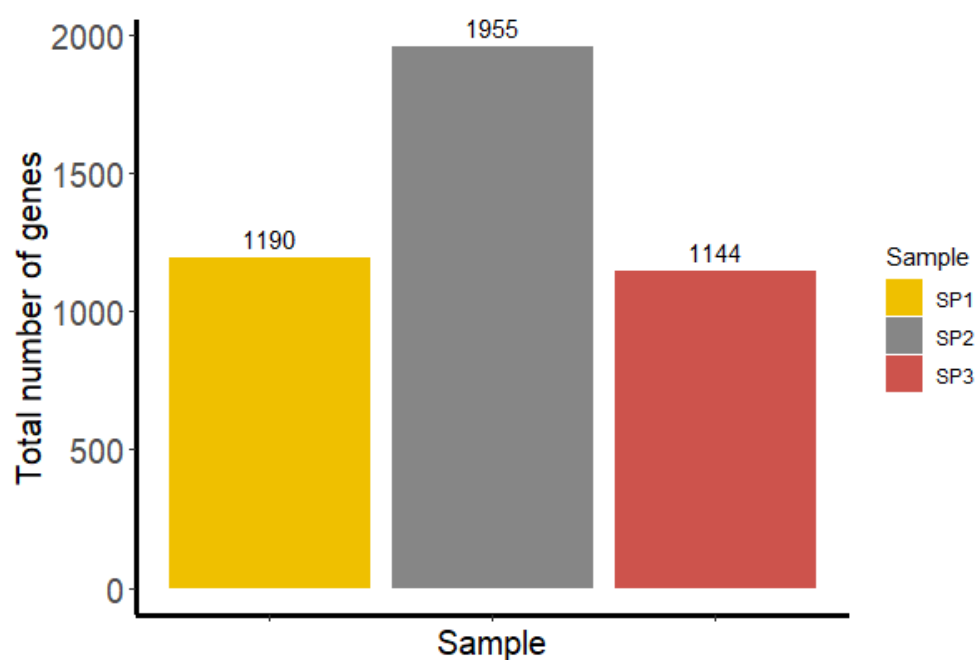

Figure S1: Total number of DEGs in all the samples (SP1: 0 μ M vs. 5 μ M Cu(II); SP2: 0 μ M vs. 15 μ M Cu(II); SP3: 5 μ M vs. 15 μ M Cu(II))(p-value < 0.05 and $|\log_2(\text{FC})| > 0$).

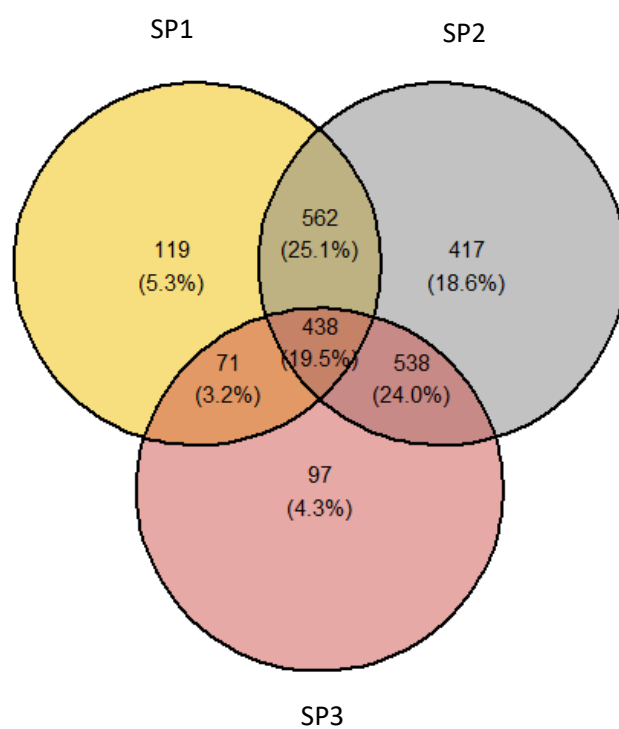

Figure S2: Venn diagram showing percentage of genes shared between all three sample pairs. (SP1: 0 μ M vs. 5 μ M Cu(II); SP2: 0 μ M vs. 15 μ M Cu(II); SP3: 5 μ M vs. 15 μ M Cu(II))

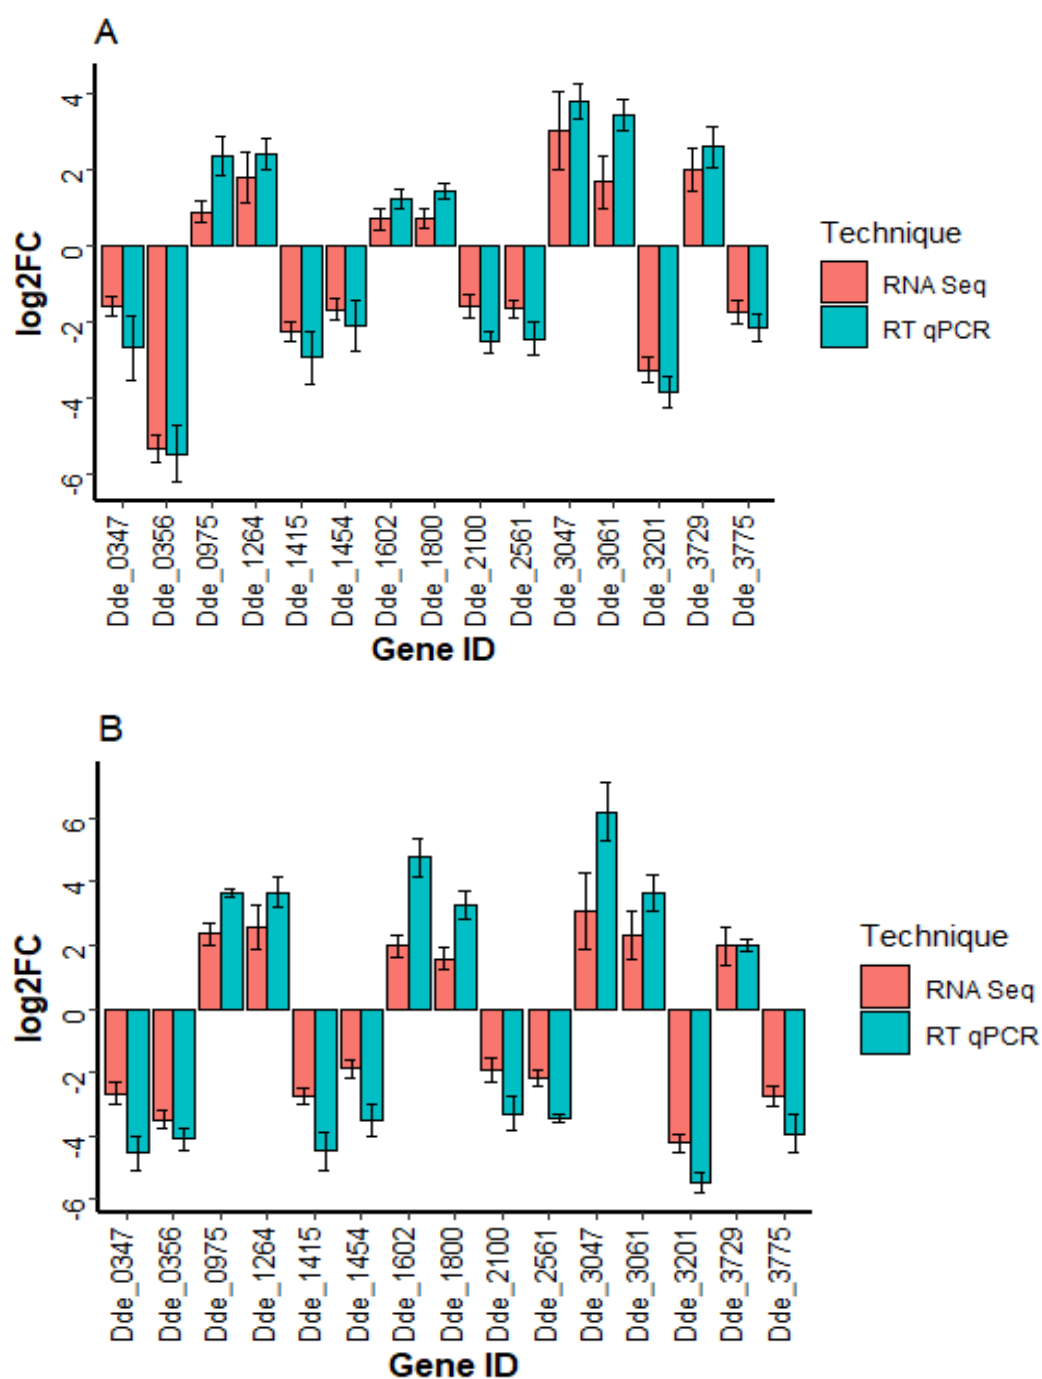

Figure S3: RT-qPCR validation of RNA-Seq data for (A) 0μM vs 5μM Cu(II) and (B) 0μM vs 5μM Cu(II).

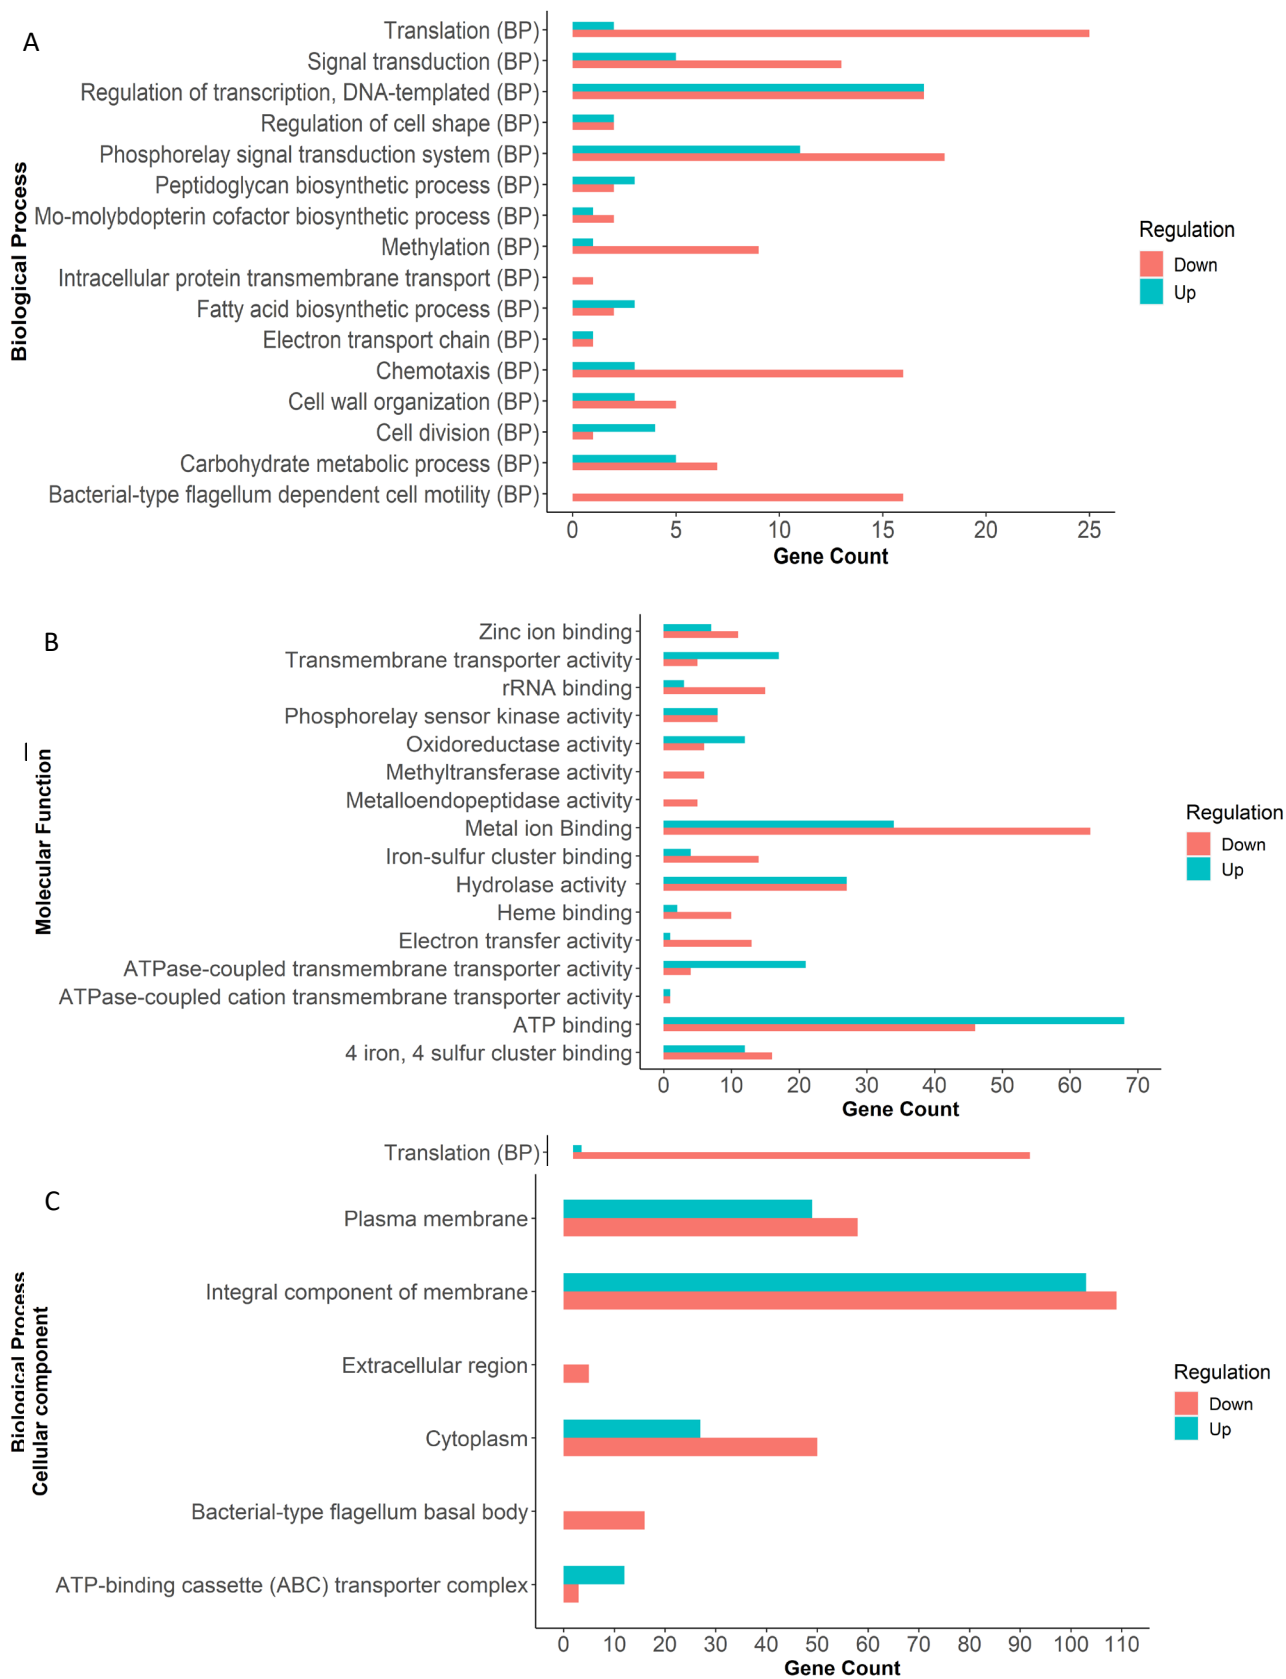

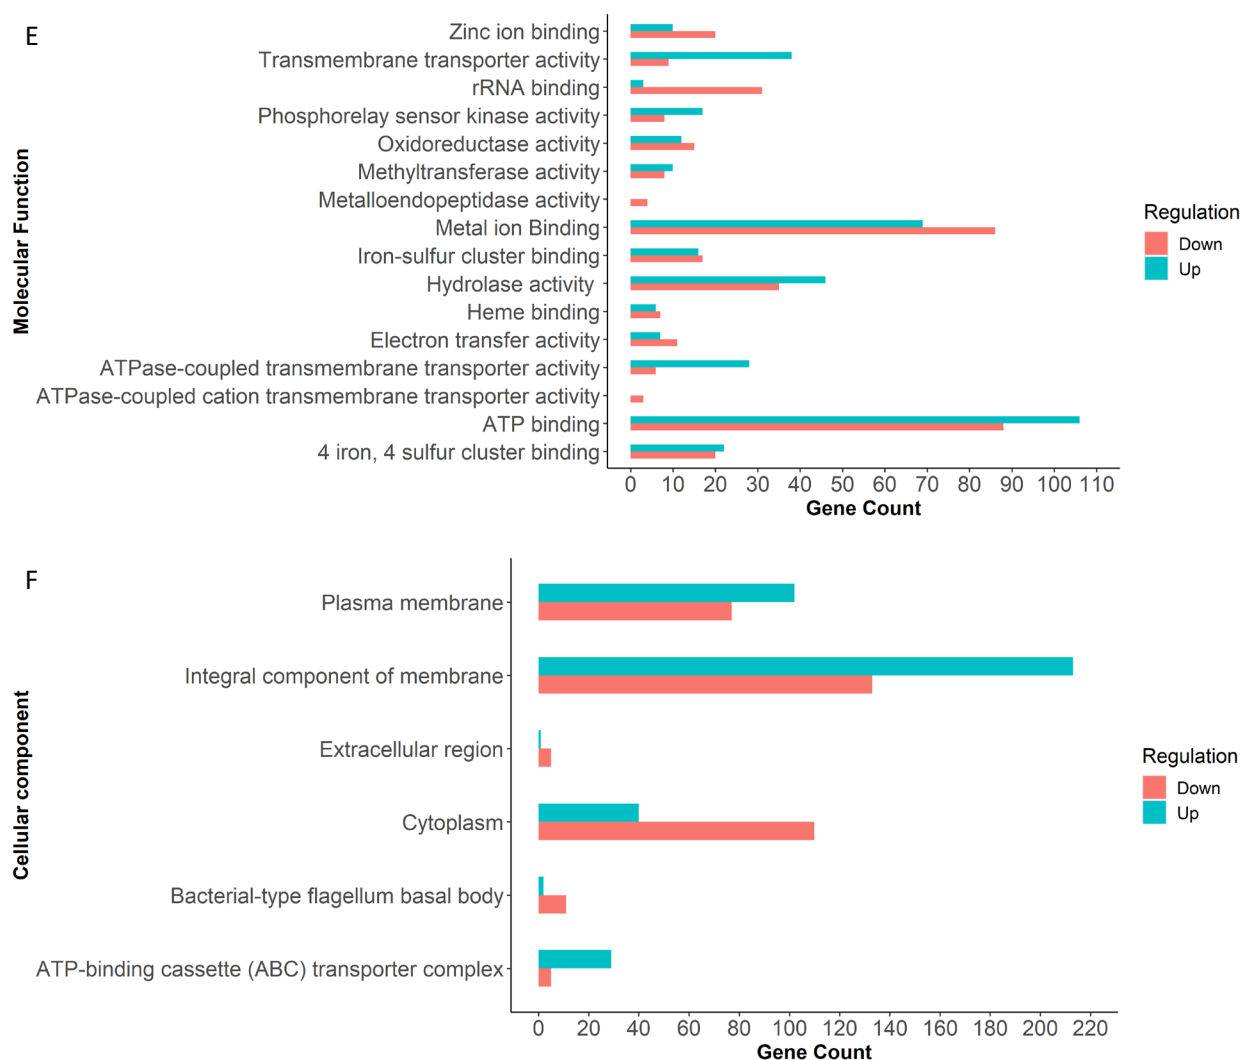

Figure S4: Bar plot of depicting the number of upregulated and downregulated genes in (A) BP (0 μ M Cu(II) vs 5 μ M Cu(II)); (B) MF (0 μ M vs 5 μ M Cu(II)); (C) CC (0 μ M Cu(II) vs 5 μ M Cu(II)); (D) BP (0 μ M Cu(II) vs 15 μ M Cu(II)); (E) MF (0 μ M Cu(II) vs 5 μ M Cu(II)); (F) CC (0 μ M Cu(II) vs 15 μ M Cu(II)).

GC/MS data transformation and analysis:

GC/MS spectra data from metabolomic analyses were transformed as follows: i) removal of metabolites with >25% of missing data (no spectra); ii) data with <25% missing values were replaced with $\frac{1}{2}$ of observed minimum positive detection value, iii) data were normalized by summing of the spectral signals obtained across all metabolites for a given library (row sum) and log transformation, and iv) data were mean centered and divided by the standard deviation of each variable. The DeviumWeb interface in R was used for correspondence analysis for metabolomic characterization. Multiple comparisons were controlled for false discovery rate (FDR).

How the deposited data were processed for this re-analysis (not part of the article)

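The data are RNA sequencing counts of DA-G20 from 9 cultures, 3 each at 0, 5 and 15 µM Cu(II), collected on day 5, with each library taken as 1 replicate. The values of all 9 files are counts of reads per gene as the authors deposited them; they hold whole numbers for 3258 genes. According to the submitters' processing notes, the authors trimmed the reads with Trimmomatic 0.38, aligned them with HISAT2 2.1.0, counted them per gene with featureCounts 1.6.4 and tested them with DESeq2 1.22.1. The strand setting of the counting step is not given in the sources used here, so that reads of overlapping or antisense genes, and of paralogs, may be assigned to the wrong gene. The reference assembly ASM1266v1 gave symbols and coding lengths for 3216 of the 3258 genes (98.7%), and 99.6% of these lengths are multiples of 3. Protein names come from Table S3, which names 2145 of the genes.

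The comparisons are SP1 (5 over 0 µM), SP2 (15 over 0 µM) and SP3 (15 over 5 µM), each a log2 fold change of the higher over the lower concentration as the libraries are labelled. R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 was used, and DESeq2 1.42.0 for alternatives. Genes were kept by edgeR's filterByExpr (3077 of 3258), scaled by TMM with factors between 0.85 and 1.297, and fitted together in 1 model with a mean per group. The quasi-likelihood F test gave p-values, adjusted by the method of Benjamini and Hochberg over all tested genes, with calls at an adjusted p under 0.05. The SE of a log2 fold change is its absolute value divided by the square root of F. Levels are TMM-normalized counts scaled to a common library size (CPM), with the SD of 3 libraries, and log2 levels for correlations and principal components used a prior count of 2. The biological coefficient of variation was 33.7%. All p-values measure the spread between these 9 samples. Counts were simulated from the libraries, with 100 genes changed by each size and all others left unchanged. The fit recovered 26%, 23% and 32% of 2-fold changes and 81%, 90% and 94% of 4-fold changes in SP1, SP2 and SP3. Of its calls, 2.7%, 6.6% and 3.8% were false. In the data 61.1% of the tested genes were called in SP2, so that these rates may not hold there. The scripts were tested on simulated data.

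The 31 lists of genes by function were fixed before the deposited counts were examined. The study's Tables S3 and S4 had been read before the lists were written, so that the study's calls were known. The comparisons, the tests, the rule for named genes and 18 alternative settings of the tests were also fixed before the counts were examined. A further 2 alternatives were added after the values had been seen. The plan was to draw the lists by words in the protein names of the reference annotation, with Table S3 as the alternative; the annotation holds symbols and no protein names, so the names of Table S3 were used instead, and all its genes had been called by the study in SP1 or SP2. The lists are ribosomal proteins, translation factors and tRNA synthetases, transcription machinery, sigma factors, sigma54-dependent regulators, two-component system proteins, flagellum, chemotaxis proteins, methyl-accepting chemotaxis proteins, ferrous iron transport, metal P-type ATPases, RND efflux, copper and heavy-metal handling, ABC transporters, amino acid and betaine ABC transporters, molybdate and tungstate transport, sulfate reduction, lactate and pyruvate oxidation, hydrogenases and formate dehydrogenases, ATP synthase, chaperones and heat shock, ATP-dependent proteases, oxidative stress defence, methyltransferases, restriction-modification, DNA repair, cell division and cell wall, phage and mobile elements, phage shock proteins, bacterial microcompartments and nitrogen fixation. Camera compared each list with the other tested genes at a preset correlation between genes of 0.01 and again with the correlation estimated from the libraries, adjusted over the lists of a comparison. The study had called all list members but not all other genes, so that camera's p-values are not independent evidence. The clusters of Table S5 were matched by name, with 2 names unmatched in each of clusters 1 and 2 of SP1, and 3, 1, 1 and 1 unmatched in clusters 1, 4, 5 and 6 of SP2.

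The genes named in the text are all genes the paper names by locus tag in its text, Table 1 or Table S2; in each comparison the 10 highest and 10 lowest log2 fold changes among called genes whose 3 libraries of 1 group all lie above the 3 of the other; and in each list the called genes with the highest and lowest SP2 log2 fold change, with all members of lists of 8 or fewer. The values of Tables 1, S3 and S4 had been seen when the rule was written. Genes named outside this rule were chosen after the values were seen. The text says so for some of them, and not for others such as Dde_1023 and Dde_2608. The alternatives were size factors by the median of ratios, library size alone, no filter, DESeq2 with and without adjustment of p, edgeR without adjustment, a fold change of at least 2, the 6 libraries of a comparison alone, a replicate block and the omission of each library in turn. The added ones were DESeq2 on the 6 libraries without adjustment and the omission of 60 genes that stood out in a single library. The metabolites, growth curves, micrographs and RT-qPCR measurements of the paper were not analysed here.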

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

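Of the tests in this part, those on a background of reads and on the splits of the libraries were set before the data were examined, and those on the sign and on the noise of the 0 µM libraries were chosen only after the result was seen. Between 15 and 5 µM Cu(II), 912 genes differed, which stands here because it is a difference between the groups treated with copper. For the same reason stand 48 ribosomal protein genes that were higher and 16 flagellar genes that were lower at 15 than at 5 µM. Outside the genes of Table S3, 31 genes were called in SP1, with 11 higher and 20 lower, and 60 in SP2, with 26 higher and 34 lower. A further 72 genes were called in SP3 and are in neither comparison of Table S3. These are calls in genes that the paper's tables leave out, and part of them rest on 1 library. Dde_0269, Dde_1676, Dde_2608 and Dde_3588, for example, have no name in Table S3 and were called lower in SP2. Each stood at least 10 times higher in 1 library at 0 µM than in the other 2. The libraries of each comparison allow 10 splits into 3 and 3, of which only 1, the real one, called any genes (987, 1885 and 661 in SP1, SP2 and SP3 with the 6 libraries alone), and no other split called more than 0; 10 splits are too few for a share under 0.05.

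Genes with low levels at 0 µM were more often higher at 15 µM, which a uniform background of reads, such as genomic DNA, in the 15 µM libraries could produce. Such a background adds at most its own density to each gene, and the 5th percentile of all genes at 15 µM, 21.3 RPKM, bounds that density. Of the 939 genes higher in SP2 with a known length, 933 (99.4%) gained more than this bound, with a median gain of 188 RPKM, and 97.8% gained more than the 10th percentile. A uniform background therefore does not account for these calls. Noise in the 0 µM libraries, which enter both the ranking and the fold change, could also produce the pattern; with genes ranked in 1 of these libraries and called without it, the share of called genes that were higher was still at least 27.5 percentage points larger among the 610 lowest than among the 610 highest, for each of the 3 libraries. Leaving out 1 library removes noise of measurement only. Genes ranked low in 1 group tend to lie higher in any group that correlates imperfectly with it, so that the pattern is no mark of Cu(II). A background that varies along the genome and a response to the concentration of Cu(II) were not tested and stay open.

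The log2 fold changes of Table S3 have the opposite sign to Cu(II) over 0 µM in the labelled libraries in all 3145 values, 1190 in SP1 and 1955 in SP2, with Pearson r of −0.9989 and −0.9996 against DESeq2 on the same 6 libraries. A quotient taken as control over Cu(II) would give this, while an exchange of the 0 and 15 µM labels between the paper and the deposit would make the SP1 values of Table S3 follow 5 over 15 µM, where r was 0.19. These values argue against an exchange between the paper and the deposit. An exchange of the 0 and 15 µM samples before the study's own analysis would enter both Table S3 and the labels. It would therefore not give opposite signs between them. Whether the labels themselves are true is a separate question, which the counts cannot tell. The 5 µM libraries, with a mean of 1.7 on the first principal component, would lie between the others either way. The RT-qPCR of the paper's Fig. S3 runs with the paper's signs, which does not settle the question, and no sample in the labels could serve as an independent mark of the dose. The paper's growth rate, total cell protein and lactate follow the dose, but were measured on cultures and not on the RNA, and leave the question open.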

How the results depend on the processing

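In simulated counts many 2-fold changes stayed below the threshold, so that a gene not called is not shown to be unchanged. There edgeR recovered 26%, 23% and 32% of 2-fold changes in SP1, SP2 and SP3, and DESeq2 after adjustment 36%, 51% and 54%. Of their calls, 2.7%, 6.6% and 3.8% were false with edgeR and 5.4%, 18.2% and 11.8% with DESeq2. The simulation changed 200 genes and left the others unchanged, while the data hold far more called genes, so that these rates may differ there. No list passed camera with an estimated correlation, whose lowest adjusted p was 0.13 anywhere. A further set test, fry, was also run on the lists. In SP2 it gave adjusted p = 9e-06 for ribosomal proteins and adjusted p = 0.62 for DNA repair. The lists hold only genes that the study called, so that the p-values of fry are not independent evidence either. The 15 µM libraries hold more counts than the 5 µM libraries (medians 1081744 and 568331). Where values moved below, the cause was not tested.

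With scaling by library size alone, SP1 held 452 called genes, SP3 372 and both SP1 and SP2 388, and the calls in SP1 were 7 ribosomal proteins, 3 chemotaxis proteins, 2 RND genes, 9 ABC transporters, 4 methyltransferases and 3 genes of cell division, in SP2 6 of DNA repair and 11 of cell division, and in SP3 12 of the flagellum; by camera, chemotaxis proteins in SP2 had an adjusted p of 0.053 and phage shock proteins 0.019 in SP2 and 0.0093 in SP3 (0.065 and 0.06 with edgeR's scaling). With DESeq2 after adjustment r was 0.61 among genes higher in both and 0.67 among those lower in both. With DESeq2 at an unadjusted p SP1 held 1136 genes and both held 946, r was 0.62 higher and 0.58 lower, and SP1 held 22 ribosomal proteins, 47 ABC transporters, 25 methyltransferases and 14 of cell division. With edgeR at an unadjusted p SP1 held 1194 and both 978, and SP1 held 22 ribosomal proteins, 5 copper genes, 50 ABC transporters, 26 methyltransferases and 15 of cell division. With a fold change of at least 2, r was 0.56 among genes higher in both, SP2 held 15 translation factors, 41 two-component proteins, 3 Feo genes, 6 proteases, 6 of DNA repair and 11 of cell division, SP1 held 2 RND genes, 6 methyltransferases and 3 of cell division, and SP3 held 12 of the flagellum. With the 6 libraries of a comparison alone r was 0.83 among all genes called in both and 0.55 among those higher, and SP1 held 44 ABC transporters and 11 of cell division. With a replicate block, r among genes lower in both was 0.61, SP1, SP2 and SP3 held 713, 1833 and 877 genes, and of the named genes' values 415 stayed on their side of the threshold, 30 lost the call and 17 gained it; the libraries share only a number, the deviations of libraries with the same number correlated between −0.13 and 0.23, and 0 libraries correlated best with their own number in both other groups. DESeq2 on the 6 libraries at an unadjusted p, chosen after seeing the data, gave 1190 genes in SP1 and 1000 in both, r of 0.60 higher and 0.40 lower, and in SP1 27 ribosomal proteins, 5 copper genes, 55 ABC transporters, 25 methyltransferases and 14 of cell division. Leaving out the 60 genes that stand out in a single library, also chosen after seeing the data, gave 765, 1873 and 930 genes of 3018 tested.

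Leaving out each library in turn gave 494 to 1065 genes in SP1, 1597 to 1972 in SP2, 527 to 1323 in SP3 and 449 to 905 in both, of which 32 to 436 in SP1, 132 to 687 in SP3 and 25 to 345 in both were lower, and r of 0.77 to 0.88, of 0.62 to 0.67 among genes higher and of 0.63 to 0.97 among those lower in both. In SP1 it gave 8 to 19 ribosomal proteins, 2 to 6 RND genes, 10 to 49 ABC transporters, 5 to 25 methyltransferases and 3 to 12 of cell division, in SP2 7 to 11 of DNA repair, and in SP3 11 to 20 of the flagellum. The other lists stayed within 1.5 times their count in SP2, as did the clusters in their own comparison and the ribosomal proteins in SP3; in SP1 so did the lists of the flagellum, chemotaxis, chaperones, proteases, oxidative stress, sulfate reduction, copper, Feo, molybdate, nitrogen fixation and phage shock, and lists not named here for SP1 or SP3 were not followed there. Of the values of 154 named genes under all alternatives, 2570 of 2924 in SP1, 2763 of 2925 in SP2 and 2551 of 2920 in SP3 kept direction and side of the threshold; 192, 115 and 250 lost the call and 160, 45 and 117 gained it, and 85, 112 and 77 genes stayed the same throughout. The sign turned in 1 omission for 6 values that were called with or without the library, with ranges of −0.43 to 4.86 for Dde_2663 in SP1 (4.29 with all libraries; −0.43 without 5 µM replicate 1), −4.17 to 1.23 for Dde_2895 in SP1 (0.35) and −4.71 to 0.82 for Dde_0806 in SP3 (−4.13), both turned without 5 µM replicate 2, −0.00 to 7.64 for Dde_3489 in SP3 (7.06; without 15 µM replicate 1), and −0.16 to 8.14 for Dde_0453 and −1.83 to 5.97 for Dde_0985 in SP2 (7.55 and 4.41; without 15 µM replicate 3); in each the library left out is the one in which the gene stood at least 10 times above the others of its group. Values not called either way turned as well, as for Dde_3588 (−8.64 to 6.59), Dde_0907 (−0.67 to 1.98) and Dde_3784 (−0.73 to 2.43) in SP1. Lists built on names from the reference annotation instead of Table S3 were not run, since the annotation used here holds symbols and no protein names.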

Differences from the paper's values

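The paper's thresholds are an unadjusted p under 0.05 with any fold change, tested with DESeq2, and its log2 fold changes run opposite to Cu(II) over 0 µM in the labelled libraries; values here are given at an adjusted p under 0.05 and turned to the paper's direction. The paper gives 1190 genes in SP1, and here 732 are called; DESeq2 and edgeR at an unadjusted p (1136 and 1194), the 6 libraries alone (987) and the omission of 15 µM replicate 1 (1065) come within 1.5 times, the other alternatives do not, and DESeq2 on the 6 libraries at an unadjusted p, chosen after seeing the values, gives 1190 and drops 0 of the paper's genes. The paper gives 38.57% of these as upregulated, against 24.5% here on the paper's direction (75.5% higher with Cu(II)); the same settings, with 40.1%, 42.5%, 29.4% and 40.9%, and the replicate block, with 27.2%, come within, the others do not, and the setting chosen after seeing the values gives 38.6%, dropping 0 genes. The paper gives 1000 genes shared by SP1 and SP2, against 628 here; DESeq2 and edgeR at an unadjusted p (946 and 978), the 6 libraries alone (843) and the omission of 15 µM replicate 1 (905) come within, the others do not, and the setting chosen after seeing the values gives 1000, dropping 0 genes. Of these the paper gives 373 as upregulated in both, against 125 here on the paper's direction; DESeq2 and edgeR at an unadjusted p (331 and 366) and the omission of 15 µM replicate 1 (345) come within, the others do not, and the setting chosen after seeing the values gives 373, dropping 0 genes. The paper gives 18.6% of genes as called in SP2 alone, against 33.7% here; DESeq2 and edgeR at an unadjusted p (15.5% and 14.5%) and the omission of 15 µM replicate 1 (16.6%) come within, the others do not, and the setting chosen after seeing the values gives 18.6%, dropping 0 genes. For the genes upregulated in both, the paper gives r of 0.3378, against 0.93 here on the paper's direction (genes lower with Cu(II)); no alternative set before the data were examined comes within 0.13, the SD over the omissions of a library, and the setting chosen after seeing the values, dropping 0 genes, gives 0.40. For those downregulated in both, the paper gives 0.6017, against 0.64 here (genes higher with Cu(II)); DESeq2 with and without adjustment (0.61 and 0.62) and the omission of 5 µM replicate 1 or 15 µM replicate 3 (0.62 each) come within the same SD, 0.02 here before rounding, the others do not, and the setting chosen after seeing the values, dropping 0 genes, gives 0.60. For Dde_3047 in SP1 the paper gives 3.05 ± 1.03 (SE of the log2 fold change), against 5.29 here on the paper's direction (−5.29 as Cu(II) over 0 µM); the replicate block (3.89) comes within the larger SE and the other alternatives set before the data were examined do not.

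The paper describes the genes of Table 1, translation, transport, oxidative stress defence, chemotaxis and the flagellum with directions that run opposite to Cu(II) over 0 µM in the labelled libraries, for all 3145 values of Table S3. On the paper's own direction, it states that ferrous iron transporters were all downregulated in both comparisons; of the 5 Feo genes, 4 were in SP2 and 2 in SP1 here, with Dde_1598 at 1.21 in SP2 (−1.21 as Cu(II) over 0 µM) and Dde_0496 at 0.65 in SP1 (−0.65) going the other way, by calls that did not hold in every setting, and Dde_2670, with 4.46 as Cu(II) over 0 µM, going with the paper once the sign is turned. It states that RND efflux genes were downregulated in both; on its direction 5 of 9 were down and 4 up in SP2 here, and 4 down and 1 up in SP1. It states that the P-type ATPase genes were downregulated; on its direction 3 of 4 were in SP2 and 2 of 4, Dde_1313 and Dde_1893, in SP1 here, where neither call held in every setting, and Dde_1313 was not called in SP2 after adjustment, but was with the 6 libraries alone and without 5 µM replicate 2. It ranks Dde_2535 as the most upregulated gene of SP2; on its direction Dde_3588, with 9.36 (−9.36 as Cu(II) over 0 µM), Dde_1676, with 6.16 (−6.16), and others ranked above its 4.05 (−4.05) here; without 0 µM replicate 2 Dde_3588 had 0.32 (−0.32) and was not called, without 0 µM replicate 1 Dde_1676 had 1.97 (−1.97), and DESeq2 gave no p-value for either. It describes an increase of Dde_1612 as an alkaline phosphatase; here the gene was not called in SP1 or SP2, with −0.24 and 0.34 as Cu(II) over 0 µM, and Table S3 gives the name alkaline phosphatase to Dde_1216. It lists Dde_2895 among the top genes of SP2; here it was not called after adjustment, and was with DESeq2 or edgeR at an unadjusted p, with the 6 libraries alone and without 0 µM replicate 3, 5 µM replicate 2 or 5 µM replicate 3. Table 1 of the paper lists Dde_0925, with 1.67; here the filter on low counts removed it, and without that filter it had 1.92 on the paper's direction (−1.92 as Cu(II) over 0 µM) and was called, as it was with DESeq2 at an unadjusted p, and not with DESeq2 after adjustment.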

Other observations

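Transcripts of all 6 genes of sulfate reduction, the respiration of DA-G20, named in Table S3, and so called by the study, were higher in SP1 and in SP2 (also 6 when adjusted over the list alone in each), with medians of 2.19 and 3.31 on the log2 scale and, by camera, adjusted p = 3.1e-05, and adjusted p = 0.13 with an estimated correlation in SP1 and adjusted p = 0.00093, and adjusted p = 0.22 with an estimated correlation in SP2. The dissimilatory sulfite reductase genes dsrA (Dde_0526), dsrB (Dde_0527), the gene of the gamma subunit (Dde_0762) and dsrD (Dde_0528), for the step from sulfite to sulfide, rose by 3.73 (SE 0.31), 2.90 (SE 0.27), 4.44 (SE 0.39) and 4.36 (SE 0.27) in SP2, and all of them rose again between 5 and 15 µM, where the calls of dsrA and dsrB, at 0.97 and 0.91, were lost with scaling by library size alone, with the 6 libraries alone and without replicates 1 or 2 of 5 µM or 2 of 15 µM in turn, and that of dsrA also without replicate 3 of 5 or of 15 µM. Adenylylsulfate reductase aprB (Dde_1109) and sulfate adenylyltransferase sat (Dde_2265), for the steps before, rose by 1.21 (SE 0.24) and 0.71 (SE 0.19) in SP2; the calls of sat in SP1 and SP2 were lost with scaling by library size alone, and that in SP1 also without replicates 1 or 2 of 0 µM or 2 of 5 µM in turn. Of 6 genes of nitrogen fixation, 5 were higher and 1 was lower in SP1 and in SP2 (5 higher and 1 lower when adjusted over the list alone), with Dde_3198, for a cofactor of nitrogenase, highest at 4.47 (SE 0.41) in SP1 and 3.69 (SE 0.40) in SP2; camera gave adjusted p = 0.0014, and adjusted p = 0.13 with an estimated correlation in SP1. Of 4 phage shock genes, 3 were higher and 1 was lower in SP2 (3 higher and 1 lower when adjusted over the list alone), with pspC (Dde_3224) at 2.86 (SE 0.47) and the activator pspF (Dde_3227) at −1.07 (SE 0.36), a call lost with scaling by library size alone and without replicates 2 or 3 of 0 µM or 3 of 15 µM in turn; camera gave adjusted p = 0.065, and adjusted p = 0.31 with an estimated correlation, the first being 0.019 with scaling by library size alone.

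Genes of bacterial microcompartments, protein shells for the breakdown of choline, were mostly lower at 15 µM Cu(II): 0 were higher, 10 were lower and 1 did not pass of 11 (0 higher and 11 lower when adjusted over the list alone), with the shell protein gene Dde_3280 at −2.46 (SE 0.44) and, by camera, adjusted p = 0.0013, and adjusted p = 0.32 with an estimated correlation. Of 29 genes of phages and mobile elements, 2 were higher, 20 were lower and 7 did not pass the test (2 higher and 21 lower when adjusted over the list alone), with the Rha family regulator Dde_2799 lowest at −2.92 (SE 0.49) and the excisionase family gene Dde_4057 highest at 2.56 (SE 0.63); camera gave adjusted p = 0.00036, and adjusted p = 0.27 with an estimated correlation. Among 24 hydrogenase and formate dehydrogenase genes, 8 were higher, 14 were lower and 2 did not pass the test (8 higher and 14 lower when adjusted over the list alone), and the formate dehydrogenase genes fdnG (Dde_0717) and Dde_0473 went opposite ways, at 2.89 (SE 0.30) and −2.04 (SE 0.43); camera gave adjusted p = 0.48, and adjusted p = 0.59 with an estimated correlation. Of 10 ATP synthase genes, 7 were higher, 2 were lower and 1 did not pass (7 higher and 2 lower when adjusted over the list alone); atpD (Dde_0985), at 4.41 (SE 1.78), rested on replicate 3 of 15 µM (−1.83 and called without it) and was not called with DESeq2, scaling by library size alone, the 6 libraries alone, a replicate block or without replicates 1 or 2 of 0 µM or any 1 library of 5 µM, and the epsilon chain gene Dde_0984 had −1.17 (SE 0.34), a call lost without the same library; camera gave adjusted p = 0.097, and adjusted p = 0.31 with an estimated correlation. All genes of these lists had been called by the study, so that the counts are not independent evidence of direction, and single genes were tested with edgeR's quasi-likelihood test (Benjamini-Hochberg).

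The tests on single libraries below were chosen only after the result was seen. In 60 genes, 1 library lay at least 10 times above the other 2 of its group, in 66 pairs of gene and library: 17 at 0, 25 at 5 and 24 at 15 µM Cu(II), with 4 to 10 in each library. Of these genes 20 were called in SP1, 23 in SP2 and 20 in SP3, and 23 are named in Table S3. Transcription of the whole stretch of genome in that culture could produce them, but the genes next to them had a median log2 ratio of −0.20 (−1.88 to 1.28) in the same library. The neighbours of 512 genes changed 4-fold or more in SP2 had 1.36 in the direction of the gene. The first value concerns 1 library within its group and the second genes that differ between groups, so that they are not the same measure. In 1 of 66 pairs did the neighbours lie at least 2-fold above, as amplification of single fragments in the making of the library would give; the counts hold no positions of reads, so that this explanation may be right and remains untested, as does a change confined to 1 gene.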
